# Active DNA damage response signaling initiates and maintains meiotic sex chromosome inactivation

**DOI:** 10.1038/s41467-022-34295-5

**Published:** 2022-11-28

**Authors:** Hironori Abe, Yu-Han Yeh, Yasuhisa Munakata, Kei-Ichiro Ishiguro, Paul R. Andreassen, Satoshi H. Namekawa

**Keywords:** Gene silencing, Spermatogenesis

## Abstract

Meiotic sex chromosome inactivation (MSCI) is an essential process in the male germline. While genetic experiments have established that the DNA damage response (DDR) pathway directs MSCI, due to limitations to the experimental systems available, mechanisms underlying MSCI remain largely unknown. Here we establish a system to study MSCI ex vivo, based on a short-term culture method, and demonstrate that active DDR signaling is required both to initiate and maintain MSCI via a dynamic and reversible process. DDR-directed MSCI follows two layers of modifications: active DDR-dependent reversible processes and irreversible histone post-translational modifications. Further, the DDR initiates MSCI independent of the downstream repressive histone mark H3K9 trimethylation (H3K9me3), thereby demonstrating that active DDR signaling is the primary mechanism of silencing in MSCI. By unveiling the dynamic nature of MSCI, and its governance by active DDR signals, our study highlights the sex chromosomes as an active signaling hub in meiosis.

## Abstract (web summary)

Here the authors show that active DNA damage response signaling is required both to initiate and maintain meiotic sex chromosome inactivation via a dynamic and reversible process.

## Introduction

Sex chromosomes are a classical model of chromosome-wide gene regulation. There are two distinct forms of chromosome-wide silencing in mammals; one is X-chromosome inactivation in females^1–4^, and the other is meiotic sex chromosome inactivation (MSCI), an essential hallmark event in male germline development^1,5–8^. The mechanism underlying female X-inactivation has been extensively studied using an established ex vivo system^2,3^. In contrast, an ex vivo system that recapitulates the process of MSCI in culture remains to be established.

In pachytene spermatocytes during male meiosis, when autosomes complete chromosome synapsis, sex chromosomes, which do not synapse, are recognized and silenced to initiate MSCI^9–11^. This process is mediated by the DNA damage response (DDR) pathway, which otherwise recognizes DNA damage in somatic cells^12–14^. In meiosis, programmed double-strand breaks (DSBs) take place by the action of a DNA topoisomerase-like protein, SPO11, to initiate meiotic recombination^15–18^. Thus, activation of the DDR, centered on the ATM serine/threonine-protein kinase, which recognizes DSBs, is inherent to normal meiosis and controls meiotic recombination and chromosome synapsis. Another serine/threonine-protein kinase, ATR, which is functionally related to ATM, also operates in a DDR pathway and regulates meiotic recombination^19–21^. ATR further directs the initiation of MSCI; at the onset of the pachytene stage, the DDR pathway centered on ATR mediates the phosphorylation of the histone variant H2AX at serine 139 (γH2AX) on the entire chromatin of the sex chromosomes (XY chromatin) and induces downstream histone post-translational modifications (PTMs)^14,22^. However, previous studies only used fixed mouse materials and yielded static pictures of MSCI; thus, the mechanism underlying MSCI remains largely elusive, in part, due to the lack of an ex vivo system that recapitulates the process of MSCI in culture.

During MSCI, ATR and γH2AX remain on XY chromatin during meiotic prophase I^13,23,24^. Counterintuitively, it has been reported, using a mouse model, that ATR is dispensable for the maintenance of MSCI; this is based on a genetic experiment in which normal MSCI was observed after the repression of the *Atr* transcript in meiosis^22^. In line with this observation, a repressive histone PTM, H3K9 trimethylation (H3K9me3), which is an evolutionarily conserved mark associated with meiotic silencing^25–27^, was reported to be required instead for the initiation of MSCI^28^; this spawned the view that MSCI is a stable and irreversible process once gene silencing has been established^22,28^. Importantly, these potential mechanisms of MSCI have never been validated using ex vivo functional studies, and to date, there remains a mystery as to why DDR signaling remains on the XY chromosomes throughout meiotic prophase I.

To solve this conundrum, here we establish a system to study MSCI ex vivo. Using this ex vivo system, we show that active DDR signaling maintains MSCI, and that MSCI is dynamic and reversible. In other words, MSCI requires active and ongoing signaling by the DDR that is mediated by ATR. Further, we dissected downstream mechanisms and elucidated two layers of PTMs on meiotic sex chromosomes: active DDR-dependent reversible processes, including H2AX phosphorylation, and irreversible histone PTMs. Additionally, using a mouse model in which one of these irreversible marks, H3K9me3, is absent on the meiotic sex chromosomes, we demonstrate that the DDR initiates MSCI independent of H3K9me3. Thus, active DDR signaling initiates and maintains MSCI. Together with additional in vivo mouse analyses we performed, which confirm the dynamic nature of MSCI, our study reveals MSCI as a mode of chromosome regulation wherein active DDR signaling is the primary mechanism of silencing.

## Results

### Active DDR signaling is required for the maintenance of MSCI

While ATR is required for the initiation of MSCI, it was suggested that ATR is dispensable for the maintenance of MSCI^22^. We first sought to revisit the function of ATR in the maintenance of MSCI because active DDR signaling, detected with γH2AX, is retained on XY chromatin throughout meiotic prophase I after MSCI has been initiated^23^. To this end, we set out to develop a system to study MSCI ex vivo. We adapted a short-term culture method for pachytene spermatocytes^29,30^, which was modified from a previous method^31^. Using this culture condition, the activity of ATR was controlled by treatment with an ATR inhibitor (ATRi) in testicular single-cell suspensions in culture (Fig. 1a). To specifically examine the maintenance of MSCI, we assessed only mid-late pachytene spermatocytes, in which MSCI has already been established. MSCI is initiated at the onset of the early pachytene stage, which lasts approximately 60 hours (60 h), and the subsequent mid-late pachytene stage lasts approximately 100 h^32^; the histone variant H1T, a nuclear marker, appears in mid-pachytene and persists into haploid spermatids^33^. This strategy excludes the analysis of spermatocytes that undergo initiation of MSCI during the 24 h time window of incubation with ATRi and thereby allows us to specifically examine the function of ATR on pachytene spermatocytes that have already established the γH2AX domain and which have initiated MSCI prior to treatment with ATRi (Supplementary Fig. 1). We first confirmed that spermatocytes treated with the ATRi AZ20^34^ (5 or 10 μM) for 24 h displayed no loss of cell viability (Fig. 1b); thus, we can evaluate the effect of ATRi without any indirect effects caused by cell death. Importantly, under these same conditions, the γH2AX domain on the XY was clearly attenuated following treatment with 5 μM AZ20, and the γH2AX domain mostly disappeared with 10 μM AZ20 (Fig. 1c, d; Supplementary Fig. 2a), suggesting nearly complete suppression of ATR activity at the higher concentration. The specificity of ATR inhibition was confirmed by the normal presence of a pan nuclear γH2AX domain on the nuclei of leptotene spermatocytes, mediated by another PI3 kinase, ATM^35^, after treatment with AZ20 (Supplementary Fig. 2b). We independently validated the efficacy of ATRi using an alternative ATR inhibitor, AZD6738^36^; similar to results obtained with AZ20, the γH2AX domain on the XY disappeared, while cell viability was not changed after treatment with AZD6738 (Supplementary Fig. 2c, d). Because of the consistent effect of two independent ATR inhibitors, we focus on one of them, AZ20, in the experiments that follow. These results indicate that ATR activity is required for the maintenance of the γH2AX domain on the XY during the mid-late pachytene stage.

**Fig. 1:**
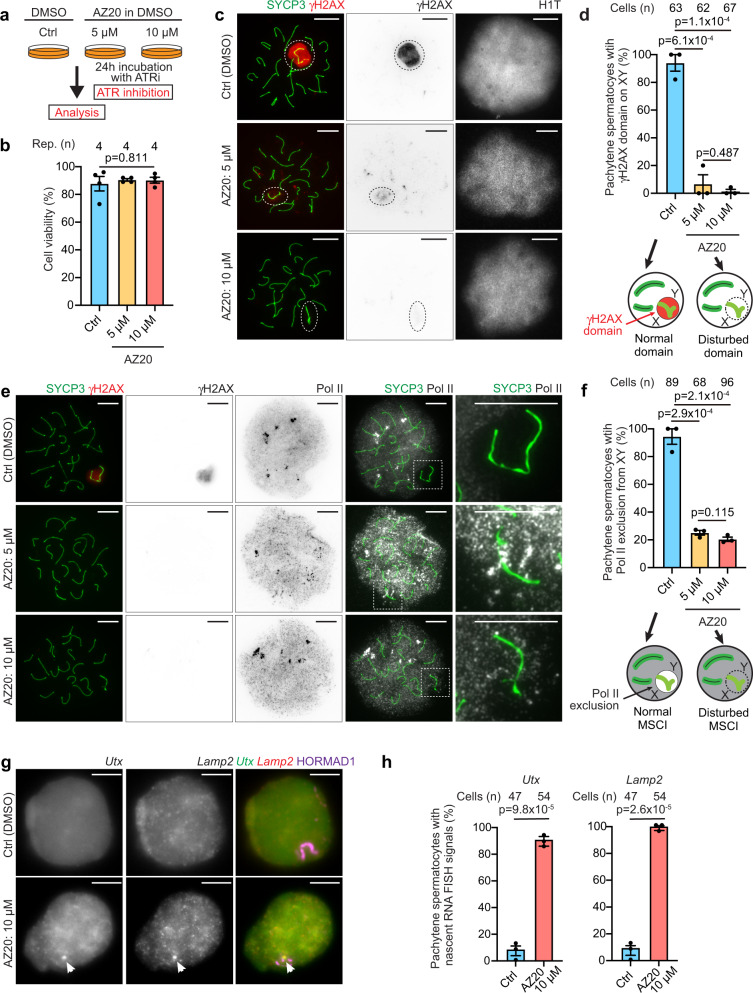
Active ATR-dependent DDR signaling is required for the maintenance of MSCI. **a** Schematic of the experimental design (ATRi: ATR inhibitor). **b** Viability of cultured cells after 24 h incubation shown as the mean ± s.e.m. for 4 independent experiments. **c** Chromosome spreads of mid-late pachytene spermatocytes immunostained with antibodies raised against SYCP3, which is a marker of meiotic chromosome axes, γH2AX, and H1T. XY chromosomes are indicated with dashed circles. **d** Quantification of mid-late pachytene spermatocytes with a normal γH2AX domain on the XY shown as the mean ± s.e.m. for 3 independent experiments. **e** Chromosome spreads of mid-late pachytene spermatocytes immunostained with antibodies raised against SYCP3, Pol II, and γH2AX. XY chromosomes are indicated with dashed squares and are magnified in the panels to the right. **f** Quantification of mid-late pachytene spermatocytes with normal MSCI defined by Pol II exclusion shown as the mean ± s.e.m. for 3 independent experiments. **g** Gene-specific RNA FISH for X-linked *Utx* and *Lamp2* genes. XY axes were detected by immunostaining with antibodies raised against HORMAD1. RNA FISH signals (nascent transcripts) are indicated with arrowheads. **h** Quantification of mid-late pachytene spermatocytes with nascent RNA FISH signals for *Utx* (left panel) and *Lamp2* genes (right panel) shown as the mean ± s.e.m. for 3 independent experiments. Total numbers of analyzed nuclei are indicated in the panels (**d**, **f**, **h**). One-way ANOVA (**b**), two-tailed unpaired t-test (**d**, **f**, **h**). XY: XY chromosomes. Scale bars: 10 μm. Source data are provided as a Source Data file.

Next, we examined whether the maintenance of MSCI was altered by treatment with ATRi. Control spermatocytes showed signs of normal MSCI in which RNA polymerase II (Pol II) was excluded from the XY chromatin (Fig. 1e, f). By contrast, Pol II was present on the XY and was not excluded from the XY chromatin in spermatocytes after 24 h of treatment with AZ20 (Fig. 1e, f). This feature is concomitant with the disappearance of the γH2AX domain on the XY. To confirm the reversal of MSCI, we then performed gene-specific RNA Fluorescence in situ hybridization (FISH) to detect nascent transcripts of two X-linked genes (*Utx/Kdm6a* and *Lamp2* at 18 Mb and 37 Mb on the X chromosome, respectively (Fig. 1g, h) using our previously validated RNA FISH probes^37,38^. After 24 h of treatment with AZ20, *Utx* and *Lamp2* were actively transcribed in 87% and 98% of pachytene spermatocytes, while these genes were inactive in controls (Fig. 1g, h). Further, we performed Cot-1 RNA FISH, which was previously used to visualize global nascent transcription that is ceased in MSCI^13,39^. Cot-1 signals were excluded from XY chromatin in normal MSCI in controls, while they were not excluded from XY chromatin after treatment with ATRi (Supplementary Fig. 3). These results indicate that the maintenance of MSCI was altered by treatment with ATRi.

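RNA-seq was done on pachytene spermatocytes isolated by FACS from adult C57BL/6 mice of 23 weeks of age and cultured for 24 h with DMSO (Ctrl) or 10 μM AZ20, an inhibitor of the ATR kinase. Each condition had 2 libraries, each made from 15000 cells. The paper's methods state that the cells of a mouse were split between treatment and control, so the replicate numbers pair the libraries. The methods give a culture temperature of 32 °C, whereas the sample labels give 34 °C, and the methods and labels also name different HiSeq instruments. The authors aligned paired reads of 150 bp to GRCm38 with STAR, keeping unique alignments, counted them on genes with featureCounts and deposited TPM values for each library. The reads behind each TPM were recovered from the steps between low values, because the length of a gene is shared by the 4 libraries. Whole reads were found for all 16857 genes with a value above 0. Of 2346 genes with a mean count in the Source Data of Fig. 2c, 2244 equalled the recovered reads within 1 in 10000. The other 102 were a whole multiple of them. The libraries held 13936825 and 15808979 reads on genes in Ctrl and 20198715 and 18494611 in AZ20. A mean TPM above 1 in either condition was reached by 10316 genes, of which 344 lie on the X chromosome, 8 on the Y chromosome, 9931 on autosomes and 33 could not be placed. Changes were tested with limma on log2(TPM + 1), and a gene was called when its change on that scale was at least 2-fold with a Benjamini-Hochberg adjusted p under 0.05. On this scale the change of genes with low TPM is understated. With 2 libraries against 2, the smallest two-sided p of an exact permutation test is 0.333, so no single value can reach 0.05 by such a test.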

To further evaluate the transcriptional status of the sex chromosomes after treatment with ATRi, we next performed RNA-sequencing (RNA-seq). Because it is challenging to isolate pachytene spermatocytes after our small-scale culture using testicular single-cell suspensions, we instead isolated pachytene spermatocytes using Fluorescence-activated Cell Sorting (FACS) and cultured them using the same conditions as the experiments above (Fig. 2a and Supplementary Fig. 4a). Utilizing this approach, we confirmed the highly efficient removal of the γH2AX domain from the XY chromatin after treatment with ATRi (Supplementary Fig. 4b, c). We then performed RNA-seq in pachytene spermatocytes after 24 h culture with or without 10 μM AZ20, and found that the X and Y-linked genes were highly upregulated after treatment with ATRi (with 82.7- and 64.7- fold increases in mean expression from the X and Y chromosomes, respectively) compared to changes on the autosomes (Fig. 2b). 

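Ratios of mean TPM were taken here, following the methods. The paper's 82.7 and 64.7 instead equal 2 to the mean log2 fold change of its Source Data, which is another measure. The mean TPM of the 344 X-linked expressed genes was 0.918 ± 0.126 (SD, n = 2) in Ctrl and 27.3 ± 0.604 (SD, n = 2) in AZ20, a ratio of 29.7. The ratio was 27.5 in the first replicate pair and 32.4 in the second. The mean TPM of the 8 Y-linked expressed genes was 0.409 ± 0.454 (SD, n = 2) in Ctrl and 16.9 ± 1.47 (SD, n = 2) in AZ20, a ratio of 41.3. Ctrl replicate 1 decided the Y-linked ratio, which was 24.6 in the first pair, 180 in the second, and 192 without Ctrl replicate 1. The autosomal mean of 9931 genes was 100.4 ± 0.0186 (SD, n = 2) TPM in Ctrl and 99.5 ± 0.0470 (SD, n = 2) in AZ20. TPM adds up to the same total in every library, and autosomal genes hold nearly all of it. The autosomal mean and its small SD are therefore nearly fixed by this scaling. They cannot show whether autosomal RNA changed. Because the AZ20 to Ctrl ratio of a mean rests on the most abundant genes, medians were also taken. The median TPM of the X-linked genes was 0 and 0.0339 in the Ctrl libraries and 7.48 and 6.44 in the AZ20 libraries, against autosomal medians of 10.4, 9.72, 11.3 and 10.6 in the same order. With genes of 3 reads or fewer in both Ctrl libraries set at their lower bound, the median X-linked gene was 36.4-fold higher with AZ20, and 264 of the 344 genes were at least 10-fold higher. The mean log2 change was 2.87 on the X chromosome, 2.83 on the Y chromosome and 0.09 on autosomes. The X-linked changes differed from the autosomal changes (two-sided Wilcoxon rank sum test across genes, p = 1.71e-192), as did the Y-linked changes (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest they can give). Genes are not independent replicates, and set tests that use the error between libraries gave p = 0.00045 (fry) and p = 0.0022 (camera with an estimated correlation) for the X-linked genes. The choice of pseudocount moved the X-linked value most. The mean log2 change was 4.94 with a pseudocount of 0.1 and 6.71 with 0.01, and 114 of the genes had 0 reads in both Ctrl libraries.

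**Figure D1:**
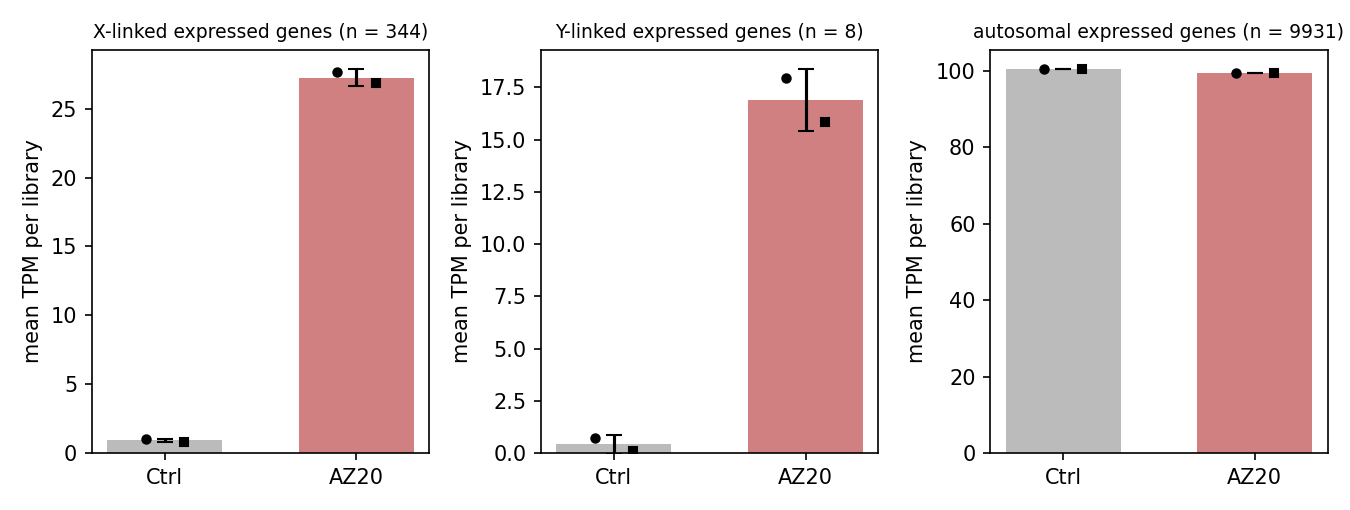
Mean TPM of the expressed genes per library on the X chromosome, the Y chromosome and autosomes. Bars give the mean of 2 libraries with the SD, and points give the libraries (circle, replicate 1; square, replicate 2). X-linked means of the AZ20 libraries were 27.7 and 26.8 TPM, above the Ctrl libraries at 1.01 and 0.829. Autosomal means are nearly fixed by the common TPM total of the libraries.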

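Of the 344 X-linked expressed genes, 219 were called higher with AZ20 and 0 were called lower. At an unadjusted p under 0.05, 306 were higher and 0 were lower. The change was positive in both replicate pairs for 320 genes. The largest changes of log2(TPM + 1) among the called genes were those of Nxf2, an X-linked gene from 134944526 to 134964754, and of Gm9, Vbp1, 4930550L24Rik and Nxt2. Nxf2 had 1.85 ± 0.451 TPM (SD, n = 2) in Ctrl and 763 ± 55.6 TPM (SD, n = 2) in AZ20, a log2 change of 8.07 (standard error 0.21, limma adjusted p = 2.5e-05). The log2 changes of Gm9, Vbp1, 4930550L24Rik and Nxt2 were 7.53, 7.41, 7.03 and 6.99. This order depends on the pseudocount. With 0.01 the log2 changes of Nxt2 (9.14) and 4930550L24Rik (9.11) were above that of Nxf2 (8.70). The lowest changes of expressed X-linked genes were those of Gm6812, Gm5941 and Cypt2, at -0.58, -0.57 and -0.48, on 49 reads or fewer in each library. Reads that align to more than one place were left out by the authors, so values of X-linked genes in near-identical families are uncertain. Along the chromosome, the median log2 change in windows of 20 Mb ranged from 2.15 to 3.56. Its rank correlation with position across 341 genes was 0.03 (Spearman, p = 0.457 from 340 shifts along the chromosome). Among autosomal genes, 10 were called higher and 5 lower of 9931. With the replicate number as a block, 134 were called higher and 23 lower. In simulated data with a mouse effect and known changes, the block raised the share of calls on unchanged genes from 8.40% to 18.3%, and the share of genes changed at least 4-fold that were called from 84.3% to 97.1%. Among the called autosomal genes, the highest changes of log2(TPM + 1) were those of Snord118, Snora65, Neat1, Snhg1 and Cks2, and the lowest were those of Mir544, Snord98 and Snora43. Snord118, Snora65, Mir544, Snord98 and Snora43 had at most 8 recovered reads in any library. For some of these genes the recovered reads may be under by a whole factor. Snhg1 had 101 ± 6.79 TPM (SD, n = 2) in Ctrl and 272 ± 0.256 TPM (SD, n = 2) in AZ20 (log2 change 1.42, standard error 0.16, limma adjusted p = 0.00347). Cks2 had 430 ± 30.8 TPM (SD, n = 2) in Ctrl and 1005 ± 48.6 TPM (SD, n = 2) in AZ20 (log2 change 1.22, standard error 0.14, limma adjusted p = 0.00381).

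**Figure D2:**
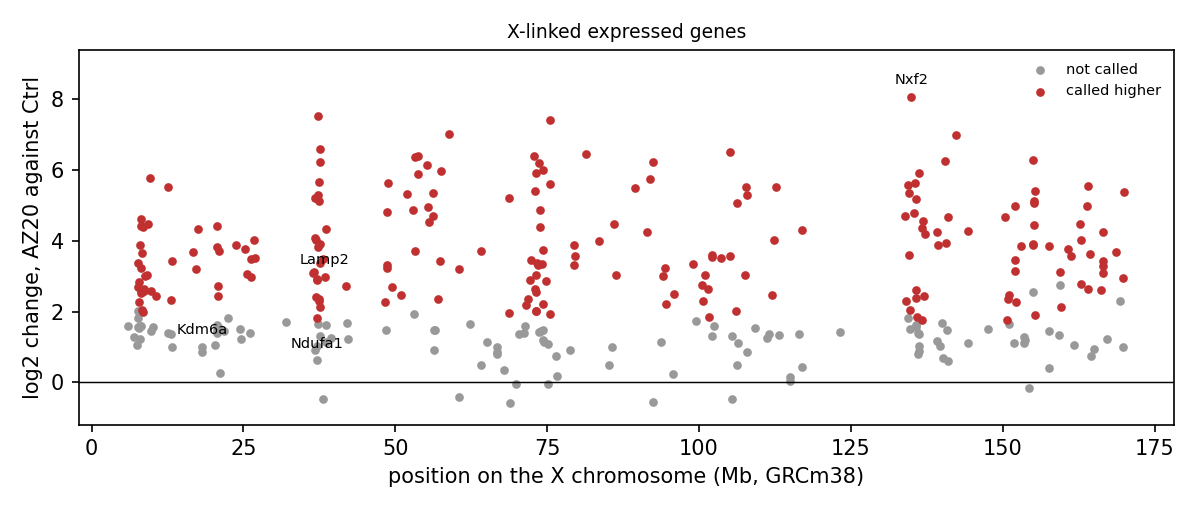
Log2 change of 341 X-linked expressed genes with AZ20 against position on the X chromosome in Mb. Each point is a gene, red when called higher and grey when not called, and called genes lie along the whole chromosome.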

Among 339 genes expressed on the X chromosome [≥1 TPM (transcript per million) in either experimental group], 247 genes were significantly upregulated (≥2-fold change and *P*_adj_ < 0.05) including *Utx* and *Lamp2*, while differentially expressed genes were barely detected on autosomes (Fig. 2c). Likewise, among 9 Y-linked genes, 5 genes were upregulated after treatment with ATRi (Fig. 2c). Together, these results demonstrate that active ATR signaling is required for the maintenance of MSCI, highlighting a strong association between γH2AX domain formation and MSCI. These results further validate the capacity of our ex vivo system to examine MSCI.

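Of the 8 Y-linked expressed genes, Zfy2, Eif2s3y, Zfy1, Usp9y, Ddx3y and Uba1y were called higher with AZ20, and 0 were called lower at either an adjusted or an unadjusted p under 0.05. Zfy2, which lies from 2106015 to 2170409 on the Y chromosome of GRCm38, had 0.312 ± 0.355 TPM (SD, n = 2) in Ctrl and 66.8 ± 5.82 TPM (SD, n = 2) in AZ20 (log2 change 5.72, standard error 0.28, limma adjusted p = 6.3e-05). Eif2s3y had 42 and 4 reads in the Ctrl libraries and 864 and 715 in the AZ20 libraries (log2 change 4.05, standard error 0.46, limma adjusted p = 0.00381). The log2 changes of Zfy1, Usp9y, Ddx3y and Uba1y were 3.61, 3.25, 3.18 and 1.89. Usp9y and Uba1y had 0 reads in both Ctrl libraries and were at least 248-fold and at least 39.2-fold higher with AZ20. Uty, with 14 and 0 reads in Ctrl and 87 and 69 in AZ20, had a log2 change of 0.88 and was not called (limma adjusted p = 0.506). Gm20871 had a log2 change of 0.03 (standard error 0.48, limma adjusted p = 0.994), and its change was of opposite sign in the replicate pairs.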

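The share of reads on X-linked genes was 0.0252% (95% Wilson interval 0.0244% to 0.0260%) and 0.0191% (0.0184% to 0.0198%) in the Ctrl libraries. It was 1.24% (1.24% to 1.25%) and 1.17% (1.17% to 1.18%) in the AZ20 libraries. For Y-linked genes the shares were 0.00135% (0.00117% to 0.00156%) and 0.000285% (0.000213% to 0.000381%) in Ctrl and 0.0324% (0.0317% to 0.0332%) and 0.0277% (0.0269% to 0.0285%) in AZ20. These intervals cover counting error only, since PCR copies are not independent molecules. Among the 1037 X-linked genes of the annotation, 68 and 37 were above 1 TPM in the Ctrl libraries and 344 and 332 in the AZ20 libraries. In every library 511 of them had 3 reads or fewer. Of the proteins that the study names, including those of the ATR pathway, no autosomal gene was called. Atr had 89.1 ± 5.73 TPM (SD, n = 2) in Ctrl and 84.2 ± 4.65 TPM (SD, n = 2) in AZ20 (log2 change -0.08, standard error 0.17, limma adjusted p = 0.945). The log2 changes of Topbp1, Mdc1, H2afx, Rnf8 and Setdb1 were 0.61, 0.43, 0.21, 0.37 and 0.39, with limma adjusted p of 0.506, 0.725, 0.921, 0.702 and 0.722. Changes of Atm, Brca1, Spo11, Sycp3, Hormad1, Ddx4 and Polr2a lay between -0.07 and 0.43. Hist1h1t was not above 1 TPM in either condition, with 0 and 16 reads in Ctrl and 11 and 0 in AZ20. The paper checked the sorted cells by staining for H1T, the protein of this gene, among other markers. The low RNA therefore does not show that the protein was absent. Of the 15 expressed genes of this list, 1 had a change adjusted over the list alone under 0.05, and the same number held over all genes tested, namely the X-linked gene Scml2 (log2 change 3.58, limma adjusted p = 0.000632). Taking its results together, the paper concludes that ATR signaling must stay active for MSCI to be maintained.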

**Fig. 2:**
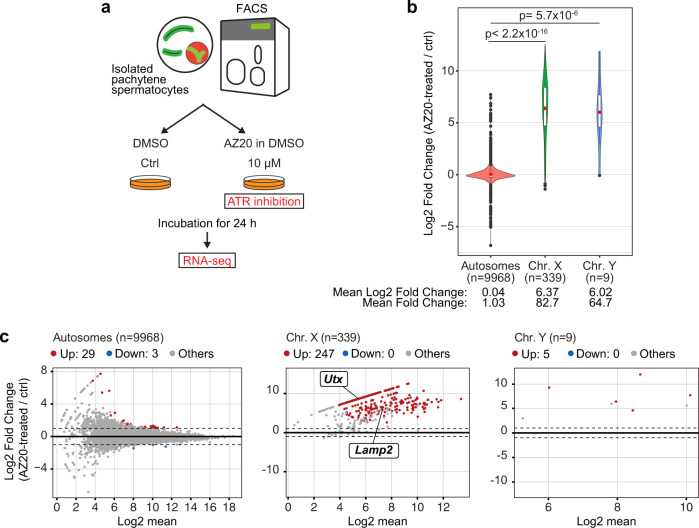
Gene suppression under MSCI is directed by ATR-dependent DDR signaling. **a** Schematic of the experimental design for RNA-seq analyses. **b** Violin plot with a Box plot overlay of the gene expression log2 fold change between AZ20-treated and ctrl spermatocytes. The central lines represent medians. The upper and lower hinges correspond to the 25th and 75th percentiles. The upper and lower whisker are extended from the hinge to the largest value no further than the 1.5x inter-quartile range (IQR) from the hinge. Log2 fold changes exceeding 1.5x IQR are shown by black dots. Red dots in the Box plot are the average of the log2 fold change. The two-sided *p*-values were calculated using a Wilcoxon rank sum test. The total gene numbers analyzed are shown in the panel. **c** Scatter plots showing differentially expressed genes between AZ20-treated and ctrl spermatocytes. Differentially expressed genes, indicated as “Up” and “Down”, were defined as those with a ≥ 2-fold change and *P*_adj_ < 0.05 using DESeq2. The log2 mean (*x*-axis) was calculated using the value of the baseMean from the DESeq2 analysis. The *Utx* and *Lamp2* genes shown in Fig. 1g, h were detected as derepressed genes by AZ20 treatment. Total numbers of genes analyzed are shown in each panel. Source data are provided as a Source Data file.

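Utx, listed under its symbol Kdm6a, lies from 18162575 to 18279936 on the X chromosome of GRCm38 and encodes a histone demethylase. It had 0 reads in both Ctrl libraries and 75 and 72 reads in the AZ20 libraries, where its level was 1.01 ± 0.0441 TPM (SD, n = 2). Against 3 reads in each Ctrl library, this is at least 19.1-fold higher with AZ20. Its log2 change was 1.01 (standard error 0.34) and it was not called with limma on log2(TPM + 1) (adjusted p = 0.395), nor with the replicate number as a block (adjusted p = 0.227). It was called with voom on the recovered reads, a test chosen after the data were seen (limma adjusted p = 0.0275). Lamp2 lies from 38401357 to 38456454 on the X chromosome and encodes a lysosomal membrane protein. It had 1 and 8 reads in the Ctrl libraries and 420 and 451 in the AZ20 libraries. Its level was 0.0964 ± 0.102 TPM (SD, n = 2) in Ctrl and 7.69 ± 0.943 TPM (SD, n = 2) in AZ20, a log2 change of 2.99 (standard error 0.29, limma adjusted p = 0.00168). The change was 2.97 in the first replicate pair and 3.00 in the second.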

To dissect the ATR-dependent mechanism underlying the maintenance of MSCI, we next sought to determine the localization of ATR-related DDR factors that are required for the initiation of MSCI. Mechanistically, the initiation of MSCI is directed by the DDR pathway in two genetically separable steps (Fig. 3a). In the initial step of this mechanism, unsynapsed chromosome axes (XY axes in MSCI) are recognized by BRCA1, the protein product of breast cancer susceptibility gene 1^13,40,41^, by the ATR activator TOPBP1^22,24,42^, and by ATR. ATR phosphorylates H2AX at serine 139, which attracts MDC1, a γH2AX-binding partner^14^. The subsequent spread of γH2AX into a chromosome-wide domain (XY chromatin in MSCI) in the second step of MSCI is directed by MDC1 in a feedforward mechanism whereby ATR and TOPBP1 are recruited to proximal nucleosomes, H2AX is again phosphorylated, MDC1 binds γH2AX, more ATR and TOPBP1 are incorporated, and so on^14^ (Fig. 3a).

**Fig. 3:**
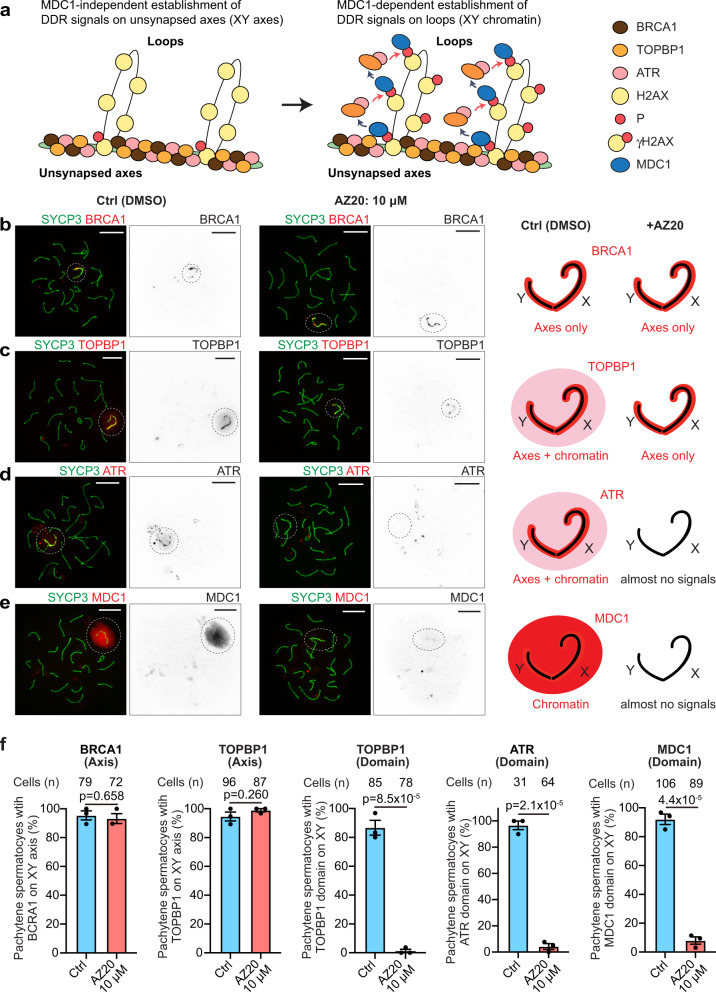
The localization of critical DDR factors on the XY chromosomes, including TOPBP1, ATR and MDC1, is disrupted by inhibition of ATR. **a** Schematic of the machinery for γH2AX domain formation in pachytene spermatocytes. The unsynapsed XY axis is recognized by BRCA1, TOBP1, and ATR. Further, γH2AX signals are established by ATR along the XY axis. γH2AX formation on the entire XY chromatin is mediated by a MDC1-dependent feedforward mechanism. **b**–**e** Chromosome spreads of mid-late pachytene spermatocytes immunostained with antibodies raised against SYCP3, BRCA1 (**b**), TOPBP1 (**c**), ATR (**d**), and MDC1 (**e**). XY chromosomes are indicated with dashed circles. Localization patterns of DDR factors on the sex chromosomes with or without exposure to ATRi are depicted in the panels to the right. See Supplementary Fig. 5 for 5 μM data. **f** Quantification of mid-late pachytene spermatocytes with the indicated DDR factors on the XY chromosomes shown as the mean ± s.e.m. for 3 independent experiments. Total numbers of analyzed nuclei are indicated in the panels. Two-tailed unpaired t-test. Scale bars: 10 μm. Source data are provided as a Source Data file.

After 24 h of treatment with AZ20, BRCA1 remained localized only on unsynapsed axes and was unchanged as compared to the controls (Fig. 3b, f: additional images for Fig. 3 are shown in Supplementary Fig. 5). While TOPBP1 and ATR are intensely localized on unsynapsed axes and spread to the XY chromatin in normal meiosis, TOPBP1 signals remained only on unsynapsed axes, and ATR signals mostly disappeared from both the unsynapsed axes and chromatin loops of the XY chromosomes, after AZ20 treatment (Fig. 3c, d, f). Additionally, in accord with the localization of γH2AX, signals for its binding partner, MDC1, largely disappeared from the entire XY chromatin after AZ20 treatment (Fig. 3e, f). These results indicate that active ATR signaling is required for the maintenance of TOPBP1-ATR-MDC1 on chromatin loops to maintain MSCI. Taken together, these results demonstrate that active DDR signaling centered on ATR is not only required for the initiation of MSCI but is also essential for maintaining it.

### MSCI is reversible and its reestablishment depends on the DDR

In addition to the requirement of DDR signaling for the initiation of MSCI, as indicated by previous genetic experiments using mouse models^12,14,22^, results obtained by our culture model establish that active DDR signaling is also critical for the maintenance of MSCI. These results raised the possibility that MSCI can be manipulated based on the activity of the DDR signaling pathway. To test this hypothesis, we examined whether MSCI can be reestablished via reactivation of ATR signaling following ATR inhibition. For this purpose, we first treated pachytene spermatocytes for 24 h with AZ20 at 5 or 10 μM, conditions which disrupt MSCI, and we then removed AZ20 from the culture medium to reactivate ATR signaling (Fig. 4a–c). After 3 h of incubation without AZ20, we found that a large γH2AX domain on XY chromatin reformed in the majority of H1T-positive pachytene spermatocytes similar to levels in spermatocytes never treated with AZ20 (Ctrl) (Fig. 4c, d). γH2AX intensity on XY chromosomes was decreased to a basal level after treatment with ATRi and recovered 3 h after removal of ATRi (Supplementary Fig. 6). Importantly, the reformed large γH2AX domain on the XY chromatin excluded Pol II (Fig. 4e, f). This result unveiled an unexpected aspect of MSCI: MSCI is reversible and can be reestablished based upon recovery of ATR-dependent DDR signaling. Also, these results strengthen our findings in Fig. 1 that MSCI is maintained by ongoing ATR-dependent DDR signaling.

**Fig. 4:**
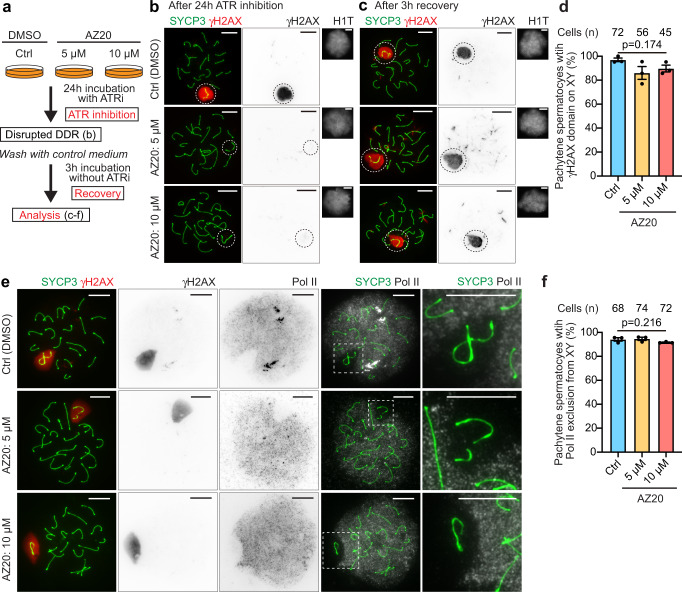
DDR-dependent MSCI is reversible. **a** Schematic of the experimental design. Spermatocytes were incubated for 3 h without ATRi, which was removed after a 24 h incubation with the ATRi AZ20. **b**, **c** Chromosome spreads of mid-late pachytene spermatocytes immunostained with antibodies raised against SYCP3, γH2AX, and H1T; after treatment with 5 or 10 mM AZ20 for 24 h (**b**), and after an additional 3 h without ATRi (**c**). XY chromosomes are indicated with dashed circles. Representative images of 3 independent experiments are shown. **d** Quantification of mid-late pachytene spermatocytes with normal γH2AX domains on the XY after recovery from ATRi, as determined in comparison to untreated spermatocytes, shown as the mean ± s.e.m. for 3 independent experiments. **e** Chromosome spreads of mid-late pachytene spermatocytes immunostained with antibodies raised against SYCP3, Pol II, and γH2AX, demonstrating that Pol II is excluded from XY chromosomes after release from treatment with the ATRi AZ20. XY chromosomes are indicated with dashed squares and are magnified in the panels to the right. **f** Quantification of mid-late pachytene spermatocytes with normal MSCI defined by Pol II exclusion shown as the mean ± s.e.m. for 3 independent experiments. Total numbers of analyzed nuclei are indicated in the panels (**c**, **e**). One-way ANOVA (**c**, **e**). Scale bars: 10 μm. Source data are provided as a Source Data file.

The recovery experiment from inhibition of ATR (Fig. 4e) suggests that the establishment of chromosome-wide silencing during MSCI is a rapid process occurring within 3 h. It has been very difficult to capture spermatocytes with a partial γH2AX domain on XY chromatin during spermatogenesis in vivo^43,44^, presumably because MSCI is a rapid DDR-dependent process. Therefore, it has been a challenge to capture the initial process of MSCI from classical analyses of mouse models. To circumvent this limitation, we took advantage of our culture method. To capture the reestablishment of MSCI, following 24 h of ATR inhibition, we tested a shorter time window of recovery of 30 min (Fig. 5a), in contrast to the 3 h recovery that showed complete reformation of the γH2AX domain on the XY (Fig. 4b, c). Remarkably, we found that partial establishment of the γH2AX domain took place on XY chromatin at this intermediate time point of recovery (30 min) from ATR inhibition by 10 μM AZ20 (Fig. 5b). Notably, these partial γH2AX signals radiated out from unsynapsed axes, where DDR proteins such as BRCA1 and TOPBP1 were retained after ATR inhibition (Fig. 3). These results are in line with what was previously known about mechanisms of MSCI initiation: BRCA1 and TOPBP1 act upstream of ATR, and DDR signals subsequently spread from unsynapsed axes to XY chromatin at the onset of MSCI^14^ (Fig. 3a). Importantly, we next examined whether these partial γH2AX domains are associated with silencing and found that these partial γH2AX signals locally excluded Pol II signals (Fig. 5c). Therefore, active DDR signaling is tightly coupled with Pol II exclusion, even in a narrow time window during γH2AX domain formation on XY chromatin. Together with the requirement for the DDR in the maintenance of MSCI, these results highlight a direct mechanistic link between active DDR signaling and silencing.

**Fig. 5:**
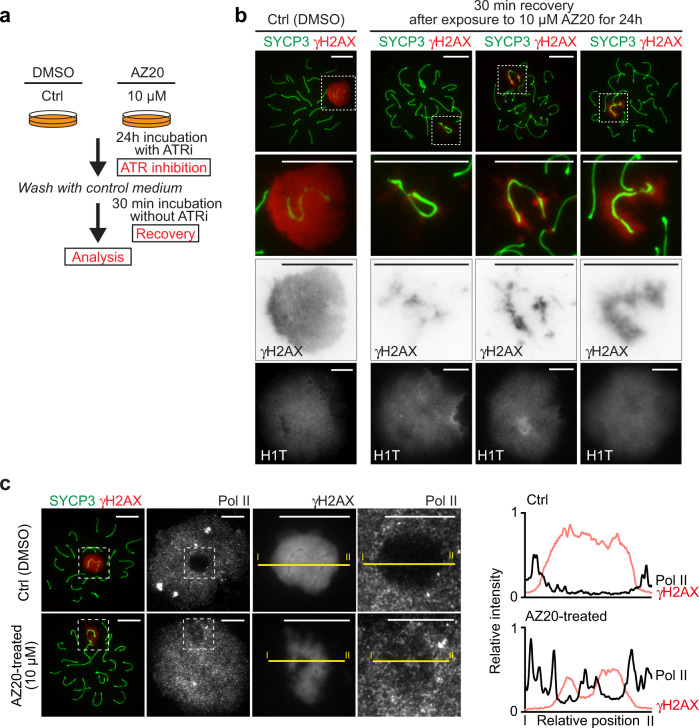
ATR-dependent reestablishment of MSCI from unsynapsed axes. **a** Schematic of the experimental design. Following 24 h incubation with the ATRi AZ20, spermatocytes were additionally incubated for 30 min without ATRi. **b**, **c** Chromosome spreads of mid-late pachytene spermatocytes harvested 30 min after release from a 24 h incubation with ATRi and immunostained with antibodies raised against SYCP3, γH2AX, and H1T (**b**) and SYCP3, Pol II, and γH2AX (**c**). Representative images of 3 independent experiments are shown. XY chromosomes are indicated with dashed squares and are magnified at the bottom (**b**) and the middle right and right (**c**). **c** Intensities of γH2AX and Pol II on yellow lines, marked with “I–II”, were measured and are shown in the right-hand panels; the upper panel shows control and the bottom panel shows a spermatocyte harvested 30 min after release from a 24 h incubation with ATRi. Red: γH2AX, Black: RNA Pol II. Source data are provided as a Source Data file.

### The DDR directs both dynamic and irreversible events on the XY

Following the initiation of MSCI, various PTMs are established on the sex chromosomes^8^. Given our discovery that maintenance of MSCI is dependent on the DDR, we next sought to examine whether active DDR signaling is required for the maintenance of PTMs on the sex chromosomes. Again, during the initiation of MSCI, the DDR mediates two genetically separable steps: The first is the establishment of DDR signals along the XY axes, and the second is the MDC1-dependent amplification of γH2AX throughout the XY chromatin^14^ (Figs. 3a, 6a). SUMO (small ubiquitin-related modifier) is among the earliest XY modifications at the onset of MSCI^45,46^, and SUMOylation in MSCI is MDC1-dependent^14^. After AZ20 treatment for 24 h at 10 μM, SUMO1, a major member of the SUMO family, disappeared from the XY chromatin (Fig. 6b, e, additional pictures for Fig. 6 are shown in Supplementary Fig. 7). Although SUMOylation substrates on the XY chromatin have not been determined, these results suggest that SUMOylation is tightly coupled with active DDR signaling. Another PTM on XY chromatin, ubiquitination, is mediated by RNF8, a DDR-related E3 ubiquitin ligase that interacts with MDC1; downstream of RNF8-mediated ubiquitination, several histone PTMs, such as the active mark H3K27 acetylation (H3K27ac), are established^47–49^ (Fig. 6a). This post-translational information supports “escape gene activation” by which a select set of sperm-related genes escape transcriptional repression in postmeiotic spermatids^47,48,50–52^. After AZ20 treatment, ubiquitin disappeared from the XY chromatin (Fig. 6c, e); however, H3K27ac remained on XY chromatin when ATR was inhibited (Fig. 6d, e). Thus, active DDR signaling is required for the maintenance of ubiquitination, but downstream of this, active DDR signaling is not required for the maintenance of H3K27ac once established.

**Fig. 6:**
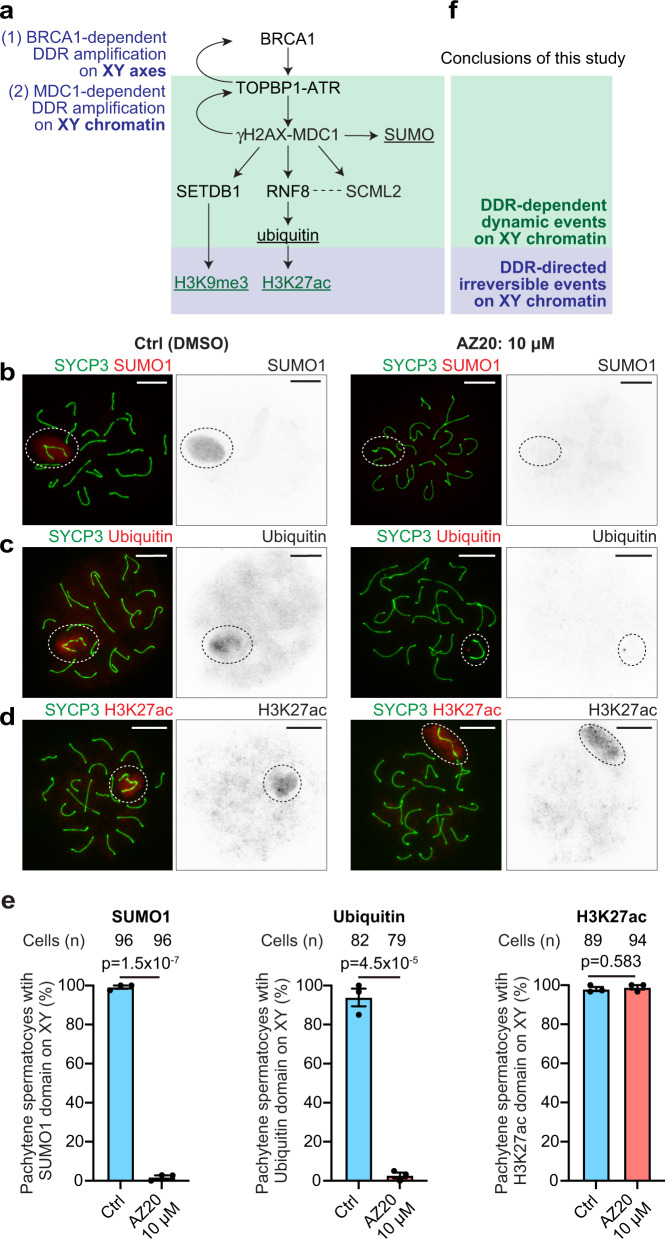
Both dynamic and irreversible epigenetic states are established on the XY chromatin in a manner dependent on ATR-mediated signaling during pachytene. **a** Schematic of the molecular pathways that establish various epigenetic states on the sex chromosomes. Post-translational modifications are underlined. **b**–**d** Chromosome spreads of mid-late pachytene spermatocytes immunostained with antibodies raised against SYCP3, SUMO1, ubiquitin, and H3K27ac. XY chromosomes are indicated with dashed circles. See Supplementary Fig. 7 for 5 μM data. Scale bars: 10 μm. **e** Quantification of mid-late pachytene spermatocytes with indicated histone modifications on the XY shown as the mean ± s.e.m. for 3 independent experiments. Two-tailed unpaired t-test. Total numbers of analyzed nuclei are indicated in the panels. **f** Schematic of the conclusions of this study. DDR-dependent dynamic events are shown in the green box, and DDR-directed irreversible events are shown in the blue box. Source data are provided as a Source Data file.

To examine whether other histone PTMs are maintained independent of active DDR signaling, we next examined a repressive mark, H3K9me3, which is enriched on XY chromatin at the onset of MSCI in the early pachytene stage^28,32^ and was reported to be required for the initiation of MSCI^28^. In normal meiosis, the distribution of H3K9me3 is dynamic; in the mid-pachytene stage, H3K9me3 largely disappears from X-chromatin, and is confined to X pericentric chromatin (X-PCH) and a part of the Y chromosome (Supplementary Fig. 8a). This pattern did not change in mid-pachytene spermatocytes after treatment with ATRi (Supplementary Fig. 8a). Therefore, active DDR signaling is not required to maintain the distribution of H3K9me3 on the sex chromosomes. Additionally, we tested the localization of SCML2, a germline-specific Polycomb protein and a component of XY chromatin that regulates epigenetic states and gene expression on the sex chromosomes^53,54^; we find that SCML2 localization is DDR-dependent, as revealed by incubating spermatocytes with ATRi (Supplementary Fig. 8b). Therefore, modifications on XY chromatin are largely dynamic, except for certain histone PTMs.

Together, our results unveil two distinct classes of PTMs on XY chromatin. Although the ATR-dependent DDR is required to establish all PTMs on XY chromatin^8^, SUMOylation and ubiquitination are dynamic processes that require active DDR signaling to be maintained and thereby constitute one distinct class of PTMs on XY chromosomes during MSCI. In contrast, histone PTMs such as H3K27ac and H3K9me3 are irreversible events that do not require active DDR signaling to be maintained once they have been established and therefore represent another class of PTMs on the XY (Fig. 6f).

### DDR-mediated initiation of MSCI in the absence of H3K9me3

The above findings reveal that the DDR is tightly coupled with silencing but not with the status of H3K9me3. This raises a key question as to whether silencing in MSCI is directly regulated by the DDR or is instead mediated by a histone-based mechanism acting downstream of the DDR. To provide an answer to this question, we tested whether MSCI takes place in the absence of H3K9me3 on the XY. Since H3K9me3 is established on XY chromatin by SETDB1, to specifically deplete SETDB1 during male meiosis, we generated *Setdb1* conditional knockout (*Setdb1*-cKO) mice^55^ using *Ddx4*-Cre^56^, which starts to express in germ cells after embryonic day 15 (E15) (Fig. 7a). Consistent with previous studies^28,57^, we observed testicular defects, increased apoptosis, and meiotic arrest in *Setdb1*-cKO testes (Supplementary Figs. 9 and 10a). Additionally, we confirmed that, in *Setdb1*-cKO spermatocytes, SETDB1 was not present on the sex chromosomes (Supplementary Fig. 10b) and that H3K9me3 was absent on the sex chromosomes in most mutant cells (Fig. 7b, c). In littermate controls (*Setdb1*-ctrl), we observed a normal distribution of H3K9me3: H3K9me3 was present on XY chromatin at the early pachytene stage, and on X-PCH and a part of the Y at the mid-pachytene stage (Fig. 7c). Therefore, the dynamic pattern of H3K9me3 distribution from early- to mid- pachytene in spermatocytes is regulated in a SETDB1-dependent manner. The data shown in Fig. 7b also verify the highly efficient Cre-mediated deletion of the *Setdb1*-floxed allele by *Ddx4*-Cre.

**Fig. 7:**
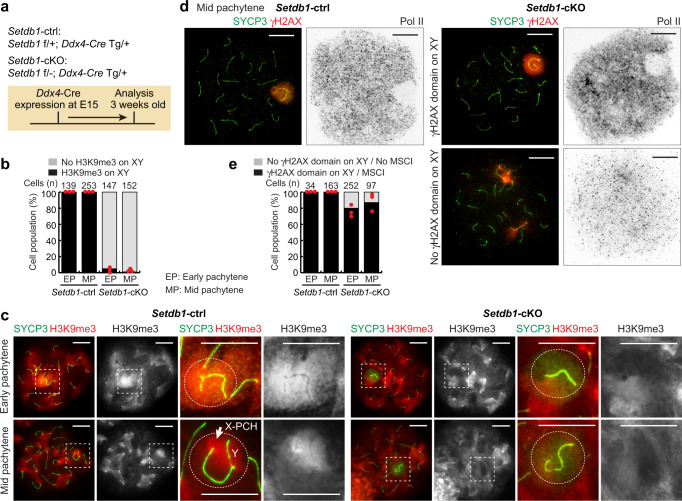
SETDB1-dependent H3K9me3 is dispensable for the initiation of MSCI. **a** Schematic of the strategy for generating *Setdb1*-cKO mice. **b** Evaluation of the efficiency of SETDB1 deletion shown as the mean and individual values for 3 independent samples. **c** Chromosome spreads of early and mid pachytene spermatocytes, distinguished by the absence (early) or the presence (mid) of H1T, respectively (not shown), immunostained with antibodies raised against SYCP3 and H3K9me3. XY chromosomes are indicated with dashed squares and are magnified in the panels to the right. Putative regions of XY chromatin are indicated by dashed circles. **d** Chromosome spreads of mid pachytene spermatocytes immunostained with antibodies raised against SYCP3, γH2AX, and Pol II. **e** A population of pachytene spermatocytes with a normal γH2AX domain and normal MSCI, as defined by γH2AX and Pol II, respectively. The mean and individual values for 3 independent samples are shown. EP early pachytene, MP mid pachytene, X-PCH X-pericentromeric heterochromatin. Scale bars: 10 μm. Source data are provided as a Source Data file.

In previous studies, the γH2AX domain was found to be present on the XY chromatin in *Setdb1*-cKO spermatocytes^28,57^. However, it has not been determined whether the γH2AX domain on the XY chromatin in *Setdb1*-cKO spermatocytes is associated with silencing (i.e., whether the DDR is sufficient for silencing without H3K9me3). To test this, we performed Pol II immunostaining together with γH2AX and SYCP3 staining. In early-to-mid pachytene spermatocytes, the majority of mutant cells had an established γH2AX domain on XY chromatin (80% in the early pachytene stage and 87% in the mid pachytene stage: Fig. 7d, e; Supplementary Fig 11a). A minor population of mutant cells displayed disruption of the γH2AX domain, presumably due to chromosome synapsis errors (right bottom panel of Fig. 7d)^57^. Of note, γH2AX domain formation and exclusion of Pol II from XY chromatin were correlated in all cells examined; 100 % of early-to-mid pachytene spermatocytes with a γH2AX domain on the XY showed exclusion of Pol II from the γH2AX domain (Fig. 7d, e; Supplementary Fig. 11a). Further, as an indication of silencing associated with MSCI, we performed Cot-1 RNA FISH and confirmed that Cot-1 signals were excluded from the XY chromosomes in *Setdb1*-cKO spermatocytes that had normal synapsis of autosomes, as suggested by the presence of a single linear domain of HORMAD1 signal (Supplementary Fig. 11b, c); during meiosis, normally, autosomes become fully synapsed while the sex chromosomes remain unsynapsed, as indicated by the presence of a single linear HORMAD1 domain^58^. Likewise, nascent transcripts of *Utx* and *Lamp2* were not detected in most of these *Setdb1*-cKO spermatocytes (Supplementary Fig. 11d, e). Together, these results indicate that the DDR is sufficient both for the initiation and maintenance of MSCI, including gene silencing, in the absence of H3K9me3; further, this supports the conclusion that active DDR signaling is the primary mechanism in the initiation and maintenance of MSCI.

### The DDR is required for the maintenance of MSCI in vivo

Finally, we sought to examine whether the DDR is required for the maintenance of MSCI in vivo, as it is in spermatocytes cultured ex vivo (Fig. 1). This is a key question, because a previous in vivo study that used mouse models concluded that the maintenance of MSCI is independent of ATR and that MSCI is a stable and irreversible process once established^22^. To revisit this question, we treated wild-type mice with AZ20; we collected testes from mice 4 h after oral gavage with one dose of 50 mg/kg of AZ20 (Fig. 8a). We found that the γH2AX domain disappeared from the XY chromatin in H1T-positive mid-pachytene spermatocytes following treatment with AZ20, but not in testes from untreated mice (Fig. 8b), consistent with another independent study using the same condition^59^. To examine the maintenance of MSCI in this mouse model, we prepared chromosome spreads using cell suspensions. During the preparation of chromosome spreads, we continued to incubate cell suspensions with AZ20 for 30 min because we found that a 30-min incubation without inhibitor is sufficient to recover partial MSCI in culture (Fig. 5). We found that the γH2AX domain was attenuated in AZ20-treated mice, while, in controls, a short incubation with AZ20 on ice did not alter the γH2AX domain on the XY formed in vivo (Fig. 8c, d). Of note, the efficacy of in vivo administration of AZ20 was very high; no cell that had a clear γH2AX domain was detected (Fig. 8d). We combined Pol II immunostaining with γH2AX and SYCP3 staining and confirmed that disruption of the γH2AX domain by oral gavage with AZ20 led to Pol II loading onto the XY chromatin (Fig. 8e, f). Therefore, consistent with our culture experiments, we conclude that active DDR signaling is also required for the maintenance of MSCI in vivo.

**Fig. 8:**
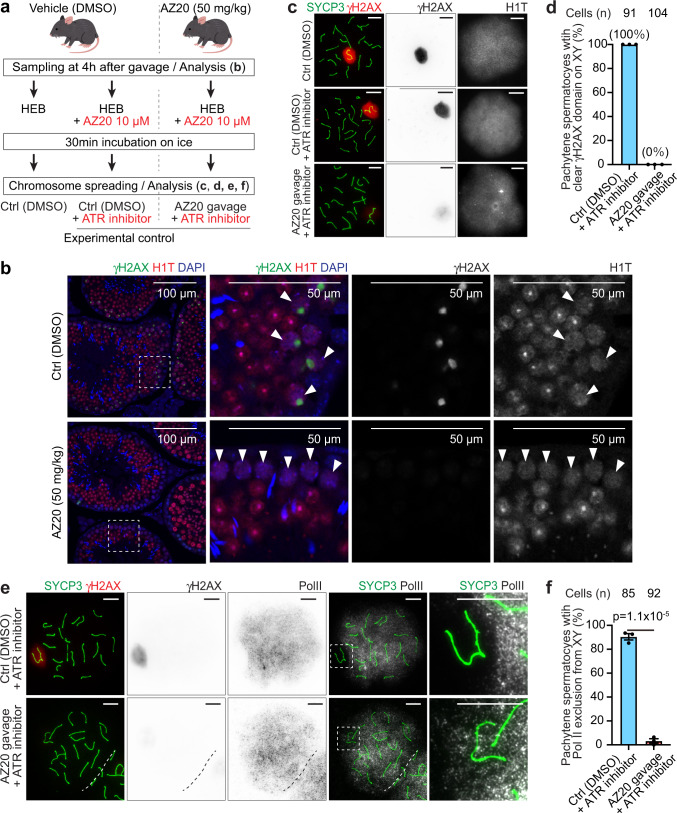
Active DDR signaling is required for the maintenance of MSCI in spermatogenesis in vivo. **a** Schematic of the experimental design. See Materials and Methods for more details. HEB hypotonic extraction buffer. **b** Testis sections immunostained with antibodies raised against γH2AX and H1T. Representative images of 3 independent experiments are shown. Dashed squares are magnified in the panels to the right. White arrowheads indicate H1T-positive spermatocytes. **c** Chromosome spreads of mid-late pachytene spermatocytes immunostained with antibodies raised against SYCP3, γH2AX, and H1T. **d** Quantification of mid-late pachytene spermatocytes with a clear γH2AX domain on the XY in chromosome spreads shown as the mean ± s.e.m. for 3 independent experiments. Mid-late spermatocytes with a clear γH2AX domain on the XY were not found in AZ20 gavage plus ATR inhibitor, while all control spermatocytes (DMSO plus ATR inhibitor) presented a clear γH2AX domain on the XY. **e** Chromosome spreads of mid-late pachytene spermatocytes immunostained with antibodies raised against SYCP3, γH2AX, and Pol II. XY chromosomes are indicated with dashed squares and are magnified in the panels to the right. **f** Quantification of mid-late pachytene spermatocytes with normal MSCI defined by Pol II exclusion shown as the mean ± s.e.m. for 3 independent experiments. Two-tailed unpaired t-test. Total numbers of analyzed nuclei are indicated in the panels (**d**, **f**). Scale bars: 10 μm unless otherwise noted in the panels. Source data are provided as a Source Data file. The copyright of the mouse illustration is attributed to Takashi Mifune (https://www.irasutoya.com/). All rights reserved.

## Discussion

In this study, we have established a system to study MSCI ex vivo, and have performed in vivo experiments in mice, to show that ATR-mediated DDR signaling actively governs MSCI during meiotic prophase I and functions as the primary mechanism of chromosome regulation on the XY. The ATR kinase is critical for both the mitotic and meiotic cell cycle, especially in regulating the checkpoint machinery, DNA replication, and recombination^19–21^. A recent study with AZ20, which was originally developed for chemotherapy, used an in vivo mouse model and a testicular organ culture model to show that ATR is required to complete meiotic recombination^20^. Another study used AZ20 for phosphoproteomics of ATR signaling in mouse testes using an in vivo mouse model^59^. In our study, we instead focused on treating mouse spermatocytes ex vivo with two different ATR inhibitors to specifically address the function of ATR in MSCI.

Here we find the unexpected result that, as part of its regulation by the DDR, MSCI is a reversible process. MSCI was previously thought to be a stable and irreversible process once the silencing machinery induces gene silencing downstream of the DDR^22,28^, similar to how the silencing machinery is recruited to induce heritable silencing downstream of *Xist* non-coding RNA during female X-inactivation^1–4^. We demonstrate the reversibility of MSCI in two different ways: (1) by the ability of ATRi to suppress both the γH2AX domain and revert MSCI after they had already been established, and (2) by the recovery of these features upon release from treatment with ATRi. Thus, our study yields a regulatory mechanism for chromosome-wide silencing based on an active signaling process.

Our data also suggest that DDR signaling continuously takes place from the XY axes to the XY chromatin to maintain the γH2AX domain throughout the pachytene stage. This is interesting in the context of the model we previously proposed that MSCI is initiated by two genetically separable events^14^. In the first step, occurring on the axes of the XY chromosomes, ATR-dependent phosphorylation generates γH2AX. This, in turn, attracts the γH2AX binding partner MDC1. According to this model, MDC1 then facilitates the spread of γH2AX to chromatin loops of the XY in an ATR-dependent manner to eventually encompass the entirety of the XY chromosomes. Results shown here support the notion that such a regulatory mechanism actively maintains MSCI. In particular, γH2AX is reestablished and, simultaneously, Pol II is re-excluded from the chromatin adjacent to the axes of the XY in spermatocytes at early points of recovery from inhibition of DDR signaling by ATRi. Also consistent with our model, at longer time points of recovery, γH2AX is eventually reestablished, and Pol II was excluded, over the entirety of the XY chromosomes after ex vivo treatment of spermatocytes with ATRi.

In meiosis, regulation of the DDR is a key mechanism to monitor chromosome synapsis^60,61^, and MSCI functions as a checkpoint by sequestering DDR proteins to sex chromosomes, thereby allowing subsequent XY body formation and stage progression^44^. Thus, it is reasonable to postulate that the XY body functions as an active signaling hub centered, at least in part, on ATR, which controls male meiosis by integrating the checkpoint machinery with gene silencing. Given the multitude of functions of ATR outlined above, the XY body may serve as a signaling hub where ATR acts to coordinate various processes that are necessary for the successful completion of meiosis. Additionally, because γH2AX cannot be sustained when ATR is inhibited, and because ATR-dependent MSCI is reversible, these results may suggest that a sort of equilibrium exists between phosphorylation by ATR and dephosphorylation by a hitherto unidentified protein phosphatase.

Another important aspect of our study is that it clarifies, in contrast to reversible DDR signaling, that certain histone PTMs (H3K9me3 and H3K27ac) act downstream as a static layer of modifications on the XY chromatin. A previous RNA-seq analysis reported that sex chromosome-linked genes are upregulated in spermatocytes with conditional deletion of *Setdb1*; *Setdb1*-cKO pachytene spermatocytes exhibited 3.3- and 3.7-fold upregulation of X and Y-linked genes, respectively, as compared to their controls^28^. We cannot directly compare that study to our RNA-seq analysis, which shows massive upregulation of X and Y-linked genes (82.7- and 64.7-fold increases in mean expression from the X and Y chromosomes, respectively) in isolated pachytene spermatocytes after treatment with ATRi (Fig. 2b), due to various technical differences. However, differences of more than an order of magnitude in our results support the notion that the DDR is the direct mechanism for MSCI initiation and maintenance.

Still, our results suggest that H3K9me3 could possibly have a role in bolstering DDR-dependent MSCI. It should be noted that in our cytological experiments, we only evaluated MSCI in the *Setdb1*-cKO pachytene spermatocytes that completed autosomal synapsis. One possibility could be that MSCI is indirectly disrupted in *Setdb1*-cKO pachytene spermatocytes that have autosomal asynapsis. Nevertheless, the exact function of H3K9me3 remains a mystery, in part because the distribution of H3K9me3 is dynamic and temporally disappears from X-chromatin in mid-pachytene spermatocytes (presumably due to histone replacement)^32^. Additionally, H3K27ac is associated with escape gene activation on the sex chromosomes^49^; this also supports the notion that certain histone PTMs provide an additional layer of gene regulation on top of DDR-mediated primary silencing. In line with their functions as heritable epigenetic modifications through cell divisions, these irreversible histone PTMs, which are established on XY chromatin in meiosis, are maintained into postmeiotic spermatids^32,39,62^.

Finally, another intriguing feature, driven by active DDR signaling, could be the droplet-like biophysical nature of XY chromatin, explained by phase separation^8,63^. Going forward, it will be critical to determine the link between phase separation and gene silencing. Our system to study MSCI ex vivo could be highly useful for addressing these questions in the future. However, we acknowledge the possible limitation of our culture method in that spermatocytes do not have a direct association with other cells, such as Sertoli cells, and are not interconnected with other spermatocytes in large syncytia. The faithful ex vivo recapitulation of the entire male meiotic process remains a significant challenge in the field. In conclusion, the concept of active DDR signaling as a central regulator of MSCI should provide a foundation for understanding phase separation and other key aspects of male meiosis and germ cell development.

## Methods

### Animals

Mice were maintained on a 12:12 light:dark cycle in a temperature and humidity-controlled vivarium (22 ± 2 °C; 40–50% humidity) with free access to food and water in a pathogen-free animal care facility. All experimental work was approved by the Institutional Animal Care and Use Committee under protocol No. 21931 at UC Davis. At least three independent experiments using different mice were performed for all culture experiments, except for RNA-seq which was examined with two biological replicates. In each experiment, testicular cells were isolated from a mouse, then split for treatment and control conditions. Three independent mouse pairs were used for in vivo analyses.

For culture experiments and AZ20 gavage treatments, mature male C57BL/6 (hereafter described as B6) mice greater than 6 weeks of age were used. To generate *Setdb1*-cKO (*Setdb1*^flox/flox^: *Ddx4-Cre*^Tg/+^) mice, a male carrying the *Setdb1*^flox/+^ ^55^: *Ddx4-Cre*^Tg/+^ ^56^ alleles was crossed with a female carrying the *Setdb1*^flox/flox^ allele. Males carrying the *Setdb1*^flox/+^; *Ddx4-Cre*^Tg/+^ alleles obtained from the same litter were used as littermate controls. The control and *Setdb1*cKO mice greater than 3 weeks of age were harvested and analyzed.

### Preparation of cell cultures

We modified a previously established method for short-term culture^29^, which utilized isolated pachytene spermatocytes for culture. Because H1T-positive spermatocytes can be selectively analyzed by microscopy after culture, whole testicular cell suspensions were instead used for culture in our study. We cultured whole testicular cell suspensions using the same conditions described in the initial short-term culture method^29^. Briefly, testes collected from mature adult B6 mice were placed on a Petri dish, then the tunica albuginea was removed. The decapsulated testes were transferred into 2 mL of Enriched Krebs-Ringer Bicarbonate medium prepared as described^29^ in a 15 mL tube and were incubated for 20 min at 35 °C with 1 mg collagenase (Washington Biochemical Corporation, CLS1) and 20 μg DNase (Sigma, D5025-150KU) to remove interstitial cells. The supernatant enriched with interstitial cells was removed after a pulse of centrifugation, then the remaining seminiferous tubules were digested by incubating in dissociation buffer (100 μg DNase and 4 mg collagenase in 2 mL of TrypLE™ Express (Gibco, 12604021)) for 20 min at 35 °C. The single-cell suspension that was obtained was then washed 3 times with Minimum Essential Medium alpha (MEMα) (Gibco, 12000-022) prepared as described^29^, followed by centrifugation at 100 *g*, 5 min at 4 °C. The cell suspension was resuspended in MEMα and filtered using a 35 μm mesh (Falcon, 352235). Cell number in the suspension was counted using a TC20 Automated Cell Counter (Bio-Rad) for dilution to 2.5 × 10^6^ cells/mL in MEMα containing DMSO (control culture media) or ATR inhibitors, seeded on a 4-well culture plate (Thermo Fisher Nunc, 055047), then incubated for 24 h at 32 °C with 5% CO_2_. Two commercial ATR inhibitors were used: AZ20 (Sigma, SML1328) at 5 or 10 μM in culture medium (5 mM and 10 mM stocks were dissolved in DMSO) and AZD6738 (Selleck Chemicals) at 2 or 5 μM in culture medium (2 mM and 5 mM stocks were dissolved in DMSO). After 24 h culture, the viability of spermatocytes was measured using a TC20 Automated Cell counter with gating for a cell size of 10–15 μm.

For recovery experiments, both control and AZ20-treated cells were collected after 24 h incubation by centrifugation at 100 *g* for 5 min at room temperature (RT). Next, the cells were washed twice by suspending in the control culture media containing DMSO and centrifuging at 100 *g* for 5 min at RT. The cell pellets that were obtained were then resuspended in 1 mL of control culture medium, and the cells were incubated for 30 min or 3 h at 32 °C with 5% CO_2_ air (the same condition as 24 h culture with ATRi).

### ATR inhibitor treatment by gavage

ATR inhibitor treatment by gavage was performed as described^20,59^. Briefly, the AZ20 compound (MedChemExpress) was dissolved in 10% DMSO/40% propylene glycol/50% water and was administered orally to adult B6 males at a single dose of 50 mg/kg. Control animals were administrated the same volume of vehicle solution. Animals were sacrificed 4 h after the treatment.

### Preparation of meiotic chromosome spreads

#### In vivo samples

Meiotic chromosome spreads from testes were prepared essentially as described^64^, with some modifications. Testes were excised, detunicated, and placed in 1× phosphate-buffered saline (PBS). Seminiferous tubules were dissociated from whole testes, and approximately one-quarter of an adult testis was used for meiotic chromosome spreads. Seminiferous tubules were transferred to one well of a four-well dish (Thermo Fisher Nunc, 055047) containing 1 mL of cold PBS kept on ice. Seminiferous tubules were then gently unraveled into small clumps with fine-point tweezers; care was taken not to tear or mince the tubules. The clumps of seminiferous tubules were subsequently transferred to the second and third wells of 1 mL PBS for additional unraveling before transfer to the fourth well, which contained 1 mL hypotonic extraction buffer [HEB: 30 mM Tris base, 17 mM trisodium citrate, 5 mM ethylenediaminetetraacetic acid (EDTA), 50 mM sucrose, 5 mM dithiothreitol (DTT), and 1× cOmplete Protease Inhibitor Cocktail (Sigma, 11836145001), pH. 8.2]. Once there, fine-point tweezers were used to carefully expose the surface area of tubules to HEB. The seminiferous tubules were incubated in HEB on ice for 30 min with gentle stirring every 10 min. After incubation, seminiferous tubules were mashed using a disposable surgical blade in 60 μL of 100 mM sucrose on a plain, uncharged microscope slide (Gold Seal: ThermoFisher Scientific, 3010–002). After approximately 15–25 mashes, a semi-translucent cell suspension was formed. An additional 120 μL of sucrose (100 mM) was added to the suspension, and the suspension was mixed via gentle pipetting up and down several times. The diluted cell suspension was applied to positively charged slides (Probe On Plus: ThermoFisher Scientific, 22-230-900) in 30 μL volumes; before application of the suspension, the slides had been incubated in chilled fixation solution (2% paraformaldehyde [PFA], 0.1% Triton X-100, and 0.02% sodium monododecyl sulfate, adjusted to pH 9.2 with sodium borate buffer) for a minimum of 2 min. After applying the cell suspension/sucrose mixture, the slide was slowly, gently tilted up and down at slight angles (<10°) to mix the cell suspension/sucrose mixture with the remaining fixation solution. The slides were placed in “humid chambers” (closed pipet tip boxes filled to approximately two-thirds volume with water) at RT for a minimum of 1 h (maximum overnight). Then, the slides were washed in a low-concentration surfactant, 0.4% Photo-Flo 200 (Kodak, 146– 4510), at RT two times, 2 min per wash. Slides were dried completely at RT (~30 min) before staining or storage in slide boxes at −80 °C.

Of note, AZ20 (final 10 μM in the solutions) was added to PBS, HEB, and 100 mM sucrose to prevent diffusion of orally administrated AZ20. No effect on γH2AX domain formation during incubation with additional AZ20 was confirmed by comparing control samples with/without additional AZ20 in PBS, HEB, and 100 mM sucrose (see Fig. 8a, c).

#### Cultured cell samples

Cultured cells collected from each well (ideally 2.5 × 10^6^ cells) were centrifuged at 600 *g*, 5 min at 4 °C, resuspended in 1 mL HEB with DMSO or ATR inhibitors at the same concentration as utilized in the culture medium, then incubated for 5 min on ice. After gentle pipetting, a 30 μL aliquot of the cell suspension in HEB was directly applied to positively charged slides coated by chilled fixation solution as described above. Subsequent processing was the same as for in vivo samples.

#### Immunostaining of meiotic chromosome spreads

For immunostaining experiments, the chromosome spreads were incubated in PBS containing 0.1% Tween 20 (PBST) for 5–30 min before blocking in antibody dilution buffer [PBST containing 0.15% bovine serum albumin (BSA)] for an additional 30–60 min. Primary and secondary antibodies (described below) were diluted in antibody dilution buffer. Then, chromosome spreads were coated with 100 μL of the antibody/antibody dilution buffer solution, gently covered with Parafilm (Parafilm M All-Purpose Laboratory Film, Bemis Company, Inc.), and stored in humid chambers at 4 °C for a minimum period of 6 h to a maximum timespan of overnight (~15 h). This study made use of the following primary antibodies at the following dilutions [format: host anti-protein (source or company with product/catalog number if applicable), dilution]: rabbit anti-SYCP3 (Novus, NB300–232), 1/500; mouse anti-SYCP3 (Abcam, ab97672), 1/5000; goat anti-SYCP3 (R&D Systems, AF3750), 1/200; mouse anti-H2AX-pS139 (γH2AX: Millipore, 05–636), 1/5000; mouse anti-H2AX-pS139 (γH2AX) conjugated to Alexa 647 fluorophore (Millipore, 05–636-AF647), 1/2000; rabbit anti-TOPBP1 (a gift from Dr. Junjie Chen^65^), 1/2000; rabbit anti-BRCA1 (generated in the Namekawa Lab^14^), 1/500; sheep anti-MDC1 (Bio-Rad, AHP799), 1/500; guinea pig anti-H1T (a gift from Dr. Mary Ann Handel^33^), 1/2000; rabbit anti-ATR (Millipore, PC538), 1/2000; mouse anti-Pol II (Santa Cruz, sc-56767), 1/100; rabbit anti-H3K27ac (Active Motif, 39133), 1/2000; mouse anti-SUMO1 (Invitrogen, 33-2400), 1/200; rabbit anti-Ubiquitin (Abcam, ab19247), 1/200; mouse-H3K9me3 (Abcam, ab8898), 1/200; rabbit anti-SCML2 (generated in the Namekawa Lab^53^), 1/500; rabbit anti-SETDB1 (Proteintech, 11231-1-AP), 1/200. After incubation with primary antibodies, slides were washed three times in PBST, 5 min per wash. Then, the slides were incubated with the appropriate secondary antibodies conjugated to Alexa 488, 555, and/or 647 fluorophores (ThermoFisher Scientific). All secondary antibodies were diluted 1/500 in antibody dilution buffer. Slides were coated with 100 μL of the antibody/antibody dilution buffer solution; then, they were gently covered with Parafilm for 1 h incubation at RT in humid chambers in darkness. After slides were washed three times in PBST in darkness, 5 min per wash, they were counterstained with the DNA-binding chemical 4′,6-diamidino-2-phenylindole (DAPI; Sigma, D9542–5MG) diluted to 1 μg/mL concentration in PBS. Finally, slides were mounted using 20 μL undiluted ProLong Gold Antifade Mountant (ThermoFisher Scientific, P36930). Slides were either imaged immediately or stored at 4 °C in darkness. For long-term storage, stained slides were kept at 4 °C in darkness.

Images were obtained with an ECLIPSE Ti-2 microscope (Nikon) equipped with an ORCA-Fusion sCMOS camera (Hamamatsu) and a 60× CFI Apochromat TIRF oil immersion objective NA 1.4 (Nikon) and were processed using NIS-Elements Basic Research (Nikon), Photoshop (Adobe), and Illustrator (Adobe) software.

#### Judgement of pachytene substages

Histone variant H1T starts to express from the mid-pachytene stage in mice^66^, and the pachytene duration is approximately 160 h (7 days) in mouse spermatogenesis^32^. To focus on maintenance mechanisms of DDR and MSCI, we analyzed H1T-positive mid-late pachytene spermatocytes because these spermatocytes were already in the pachytene stage, carrying a fully established γH2AX domain on the XY at the beginning of the ATR inhibitor exposure (Supplementary Fig. 1). For additional judgments of pachytene substages, we applied a criterion based on the morphology of the chromosome axis visualized by the SYCP3 antibody, as previously described^67^.

### Preparation of sample slides for RNA fluorescence in situ hybridization (FISH) and combined immunofluorescence

#### Cultured cell samples

Slide preparation from a single cell suspension was performed as described previously^68^ with some modifications and was used for the analysis of cultured cells. Cultured cells collected from each well (approximately 2.5 × 10^6^ cells per well) were centrifuged at 600 *g*, 5 min at 4 °C, and resuspended in 600 μL cold CSK buffer (100 mM NaCl, 300 mM sucrose, 10 mM PIPES, and 3 mM MgCl_2,_ the pH adjusted to 6.8 with 1 M NaOH) + 0.5% Triton X-100 with DMSO or ATR inhibitors at the same concentration as the culture medium. 100 μL of cell suspension was placed on each Superfrost /Plus Microscope Slide (Fisher, 12-550-15) and incubated for 15 min at 4 °C. CSK buffer was drained from the slides by placing a paper towel at one end of the slides, and then the slides were gently tilted. The cells were fixed by gently adding ice-cold 100 μL of 4% PFA to the slides; the slides were incubated for 10 min at 4 °C. The slides were gently tilted to drain the 4% PFA. Then, using a Coplin jar containing PBS, the slides were washed for 5 min at RT. The slides were dehydrated in a Coplin jar containing 70%, 80%, and then 100% ethanol for 2 min each and air-dried completely. The slides were stored at −80 °C in a slide box.

#### In vivo samples

Slide preparation from mouse testicular tubules for RNA FISH was performed as described previously^69,70^ with some modifications, and these slides were used for the analysis of *Setdb1*-cKO and *Setdb1*-ctrl testes. This method was developed and optimized for RNA FISH to detect nascent transcription by removing cytoplasmic backgrounds^69,70^. Testes were excised, detunicated, and placed in 1 ×  PBS. Seminiferous tubules were dissociated from whole testes, and approximately one-quarter of an adult testis was transferred into one well of a 4-well dish containing 500 μL of CSK buffer +0.5% Triton X-100 on ice and incubated for 6 min. After incubation, all the tubules were transferred to another well of a 4-well dish containing 4% PFA-PBS solution and incubated for 10 min at RT. All the tubules were then transferred into 30 μL of PBS on a non-charged glass slide. Using the tips of two forceps, the tubules were torn into pieces. The tubules were chopped in a horizontal direction by clipping the tubules between the tips of two forceps and pulling the forceps horizontally. This step was continued for approximately 10 sec. The suspension was mixed by pipetting using a P20 pipette. The suspension was transferred to a microcentrifuge tube and diluted with PBS to approximately 1.3 mL. 100 μL each of suspension was applied to twelve cytospin chambers, and cytospin was performed at 30 × *g* (2000 g for 10 min at RT. After cytospin, slides were dried on a lab bench for a few minutes at RT. Using a Coplin jar containing PBS, the slides were washed for 5 min at RT. The slides were dehydrated using serial treatment with 70%, 80%, and then 100% ethanol for 2 min each and air-dried completely. The slides were stored at −80 °C in a slide box. For Cot-1 RNA FISH, slides were also prepared from *Setdb1*-cKO and *Setdb1*-ctrl testes using the single cell suspension method described above, and consistent results were obtained between these two slide preparation methods.

#### Gene-specific RNA FISH and combined immunostaining

Gene-specific RNA FISH probes to detect nascent transcripts of *Utx* and *Lamp2* genes (*Utx* DNA probe conjugated with FITC and *Lamp2* DNA probe conjugated with Cy3) were prepared as described previously^37,69^. For this purpose, DNA probes to hybridize target nascent RNAs were generated by labeling via nick translation of template genomic DNAs. These DNA probes do not hybridize to genomic DNA without denaturation, thereby detecting target nascent transcripts specifically. Gene-specific RNA FISH was performed as described^37,69^, with some modifications. The slides were dehydrated by serial treatment with 70%, 80%, and 100% (vol/vol) ethanol in Coplin jars for 2 min each and air-dried completely. 20 μL/slide of hybridization buffer (2 ×  SSC, 10% dextran sulfate, 1 mg/mL BSA, 1 mM vanadyl ribonucleoside, and 50% formamide) containing probes (100 ng/μL each) were denatured at 80 °C for 10 min and preannealed [with non-specific competitor DNAs and RNAs (herring sperm DNA, mouse Cot-1 DNA, and yeast transfer RNAs in the probe solution)] at 37 °C for 10 min using a PCR machine. The preannealed probe solution was applied to the slides and carefully covered with cover glasses and sealed with Elmer’s rubber cement. Incubation was performed in a humidified chamber at 37 °C overnight (16 h). The next day, cover glasses were removed, and the slides were washed twice in Coplin jars containing 50% (vol/vol) formamide in 2 ×  SSC for 5 min at 37 °C and further washed twice in Coplin jars containing 2× SSC for 5 min at 37 °C. The slides were washed in a Coplin jar with PBST for 5 min at RT. Then, immunostaining of HORMAD1 was performed on the slides to detect unsynaped XY axes. The slides were incubated with 100 μL of a primary antibody solution (1/200 dilution: rabbit anti-HORMAD1, a gift from Dr. Attila Toth^58^ in PBST containing 0.15% BSA) at RT for 2 h in humid chambers in darkness. After incubation with the primary antibody, the slides were washed three times in Coplin jars containing PBST (5 min per wash). Then, the slides were incubated with 100 μL of secondary antibody solution (1/500 dilution of a secondary antibody conjugated to Alexa 647 fluorophore (ThermoFisher Scientific) in PBST containing 0.15% BSA) for 1 h incubation in humid chambers in darkness. After slides were washed three times in PBST in darkness, 5 min per wash, they were counterstained with DAPI diluted to a concentration of 1 μg/mL in PBS. Finally, slides were mounted using 10 μL undiluted ProLong Gold Antifade Mountant (ThermoFisher Scientific, P36930). Slides were either imaged immediately or stored at 4 °C in darkness.

#### Cot-1 RNA FISH and combined immunostaining

Cot-1 RNA FISH probe conjugated with Cy3 to detect nascent nuclear transcripts was prepared as described previously^39,69^. The Cot-1 DNA probe to hybridize global nascent RNAs was generated by labeling via random priming of template Cot-1 DNA (Invitrogen, 18440016). Cot-1 RNA FISH was performed as described^39,69^ with some modifications. The slides were dehydrated by serial treatment with 70%, 80%, and 100% (vol/vol) ethanol in Coplin jars for 2 min each and air-dried completely. 10 μL/slide of hybridization buffer (2× SSC, 10% dextran sulfate, 1 mg/mL BSA, 1 mM vanadyl ribonucleoside, and 50% formamide) containing Cot-1 probes (100 ng/μL) was denatured at 80 °C for 10 min and preannealed (with non-specific competitor DNA: herring sperm DNA in the probe solution) at 37 °C for 10 min using a PCR machine. The preannealed probe solution was applied on the slides and carefully covered with cover glasses. Incubation was in an humidified chamber at 37 °C overnight (16 h). The next day, the cover glasses were removed, and the slides were washed twice in Coplin jars containing 50% (vol/vol) formamide in 2× SSC for 5 min at 37 °C and further washed twice in Coplin jars containing 2× SSC for 5 min at 37 °C. The slides were washed in a Coplin jar with PBST for 5 min at RT. Then, immunostaining of HORMAD1 was performed as described above, and a secondary antibody conjugated to Alexa 488 fluorophore was used.

### Preparation of RNA-seq samples and data analysis

#### Fluorescence-activated cell sorting (FACS) followed by short-term spermatocyte culture

We followed a published protocol designed to isolate pachytene spermatocytes from adult mice^71^. Briefly, the testicular cell suspensions from B6 mice (23 weeks of age) were prepared by performing the preparation steps of the short-term culture described above. The cells were suspended in 3 mL of PBS containing 2% FBS (FACS buffer) after filtration with 35 μm mesh, instead of MEMα, and were then stained with 6 μL of a DNA binding-dye DyeCycle Violet (Thermo Fisher, V35003), for 1 h, at 34 °C. After filtration with 35 μm mesh and the addition of 5 μg of DNase I, testicular cells in the FACS buffer were sorted by a Sony SH800S cell sorter in which a 130 μm tip was installed. We followed a gating parameter in the published protocol^71^. A fraction enriched with pachytene spermatocytes was collected into a 15 mL tube containing 2 mL of 100% FBS. The cells were washed twice by MEMα. A portion of the isolated pachytene spermatocytes was used to confirm purity. For this purpose, 2 μL of cell suspension was taken and incubated in 60 μL of HEB for 5 min on ice. Purities of pachytene spermatocytes were confirmed by staining meiotic chromosome spreads as described above with antibodies raised against SYCP3, γH2AX, and H1T (Supplementary Fig. 4a, c). The isolated pachytene spermatocytes were diluted to 2.5 × 10^6^ cells/mL and incubated with DMSO or 10 μM AZ20 for 24 h at 32 °C with 5% CO_2_.

#### Spermatocyte collection

After culturing for 24 h, the spermatocytes were collected into 1.5 mL tubes and washed with PBS, followed by centrifugation at 100 g, 5 min at 4 °C, three times. Cell number after final washing was calculated using a TC20 Automated Cell Counter (Bio-Rad), and 15,000 cells from each experiment were used for RNA-seq analysis. To confirm attenuated DDR signaling on XY chromatin after treatment with AZ20, ~30 μL of aliquots of cultured spermatocytes were used for meiotic chromosome spreads and then immunostained with antibodies raised against SYCP3 and γH2AX.

#### RNA-seq library generation and sequencing

Total RNA was extracted from 15,000 cultured spermatocytes in each experimental group using the RNeasy Plus Micro Kit (QIAGEN, 74034) following the manufacturer’s instructions. RNA-seq library preparation was performed with NEBNext® Single Cell/Low Input RNA Library Prep Kit for Illumina® (NEB, E6420S) following the manufacturer’s instructions. Prepared RNA-seq libraries were sequenced on the HiSeq X-ten system (Illumina) with paired-ended 150-bp reads. Two independent biological replicates were generated for the RNA-seq library.

#### RNA-seq data processing

Raw RNA-seq reads were trimmed and filtered using trimmomatic^72^ v0.39 [http://www.usadellab.org/cms/?page=trimmomatic] and then aligned to the mouse genome (GRCm38/mm10) using STAR^73^ version 2.5.4b with --outFilterMultimapNmax 1 option for unique alignments. To identify differentially expressed genes between experimental groups, raw read counts files were generated using featureCounts^74^ v2.0.1 based on the UCSC mouse refGene annotation. After quantification, a read count file was input to the DESeq2 package^75^ (version. 1.36.0) in R, and DESeq2 was used for differential gene expression analyses. Differentially expressed genes were identified with cutoffs ≥2-fold change and a false discovery rate (FDR) values (*P*_adj_; *p*-values adjusted for multiple testing using the Benjamini–Hochberg method) of <0.05 among expressed genes (TPM > 1 in either the Ctrl or the AZ20-treatment). TPM values for genes were calculated from read counts. Statistical significance for autosome and sex chromosome comparisons were determined using the Wilcoxon rank sum test. The average fold-changes for autosomes and sex chromosomes were calculated from the average TPM per chromosome for Ctrl and AZ20-treatment condition. Genes with TPM > 1 in the Ctrl or the AZ20-treatment were defined as expressed genes and used in the analysis. 

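Across the 10316 expressed genes, the Pearson correlation of log2(TPM + 1) was 0.980 between the Ctrl replicates and 0.978 between the AZ20 replicates, and the Spearman correlation was 0.967 for both. Correlations between a Ctrl and an AZ20 library ranged from 0.945 to 0.954 (Pearson). Over autosomal genes the range between the conditions was 0.974 to 0.982, with 0.979 between the replicates of each condition. Over X-linked genes the Pearson correlation was 0.709 between the Ctrl replicates, which hold few reads on these genes, and 0.943 between the AZ20 replicates. These are correlations across genes, which are not independent replicates.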

To compare biological replicates, Pearson correlation coefficients were calculated using the corrplot package (version. 0.92) in R. Heatmaps of Pearson correlation were produced using ggplot2 (3.3.6) in R.

### Histology and immunostaining

For the preparation of testis paraffin blocks, obtained testes were fixed with 4% paraformaldehyde and 0.1% Triton X-100 in PBS at 4 °C overnight. Testes were dehydrated and embedded in paraffin. For histological analyses, 6 μm-thick paraffin sections were deparaffinized and stained with hematoxylin and eosin. TUNEL assays were performed on 6 μm-thick paraffin sections using an In Situ Cell Death Detection Kit (Roche, 11684795910) per the instructions in the manual. For immunostaining, 6 μm-thick paraffin sections were autoclaved in Target Retrieval Solution, Citrate pH 6.1 (DAKO, S-1700) at 121 °C and 100 kPa (15 psi) for 10 min. The sections were blocked with Blocking One Histo (Nacalai USA, 06349–64) at RT for 10 min; the sections were then incubated with primary antibodies diluted in PBST at 4 °C overnight. The following antibodies were used at the following dilutions [format: host anti-protein (source or company with product/catalog number), dilution]: mouse anti-H2AX-pS139 (γH2AX) conjugated to Alexa 647 fluorophore (Millipore, 05–636-AF647), 1/2000; guinea pig anti-H1T (a gift from Dr. Mary Ann Handel)^33^, 1/2000. The resulting signals were detected with secondary antibodies conjugated to Alexa 555 (ThermoFisher Scientific), diluted 1/1000 in PBST, and incubated at RT for 1 h. Sections were counterstained with DAPI as described above.

Images were obtained with a Zeiss LSM800 confocal microscope equipped with an Axiocam 506 mono (Zeiss) and a C-Apochromat 40x/1.2 water lens (Zeiss), and were processed using Fiji (NIH), Photoshop (Adobe), and Illustrator (Adobe) software.

### Quantification and statistical analysis

The details for statistical analyses performed in this study are described in relevant portions of the Results section and figure legends. Sample sizes used for analyses are described in relevant portions of the Results section and figure legends. In predetermining sample sizes, we sought to analyze a minimum of three independent samples. No data were excluded from analyses. The experiments were not randomized, and investigators were not blinded to allocation during experiments and outcome assessment. Measurements were recorded in Excel (Microsoft) and Prism 9.0 (GraphPad). Statistical tests were performed with Prism 9.0 (GraphPad).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

RNA-seq data reported in this study were deposited to the Gene Expression Omnibus with the GEO series accession number GSE211519). The raw data of quantifications presented in main figures and supplementary figures are provided as Source data with this paper. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Active DNA damage response signaling initiates and maintains meiotic sex chromosome inactivation
**Source:** Nat Commun. 2022 Nov 28;13:7212. doi: 10.1038/s41467-022-34295-5
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

**Data collection** Image data were acquired using ECLIPSE Ti-2 microscope (Nikon) and LSM800 confocal microscope (Zeiss). Intensity data were collected using Fiji. Sequencing data were collected using Illumina HiSeq X Ten.

**Data analysis** Statistical data were analyzed by Prism 9. RNA-seq data were processed through trimmomatic (v0.39), STAR(version 2.5.4b), featureCounts (v2.0.1), DESeq2(version 1.36.0), corrplot (version. 0.92), ggplot2 (3.3.6). No custom code was used in this study.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq data reported in this study were deposited to the Gene Expression Omnibus (accession no. GSE211519). Source data are provided with this paper.

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was chosen to ensure reproducibility of the results at affordable costs while ensuring significance in statistical tests. Sample sizes are indicated for all experiments. At least 2 and typically 3 or more independent experiments were carried out for most of the assays. We examined three independent biological replicates for most of the analyses because three independent biological replicates were sufficient to confirm statistical significance. Bulk RNA-seq data were obtained from two independent biological replicates. |
| Data exclusions | No data were excluded from analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Replication     | We confirmed consistent results between three independent biological replicates for all experiments. Bulk RNA-seq data were obtained from two independent biological replicates. The consistency between replicates were examined by Pearson correlation and all datasets were included for analyses.                                                                                                                                                                                                                                                   |
| Randomization   | Mature male C57BL/6 mice greater than 6-weeks old were randomly utilized for culture experiments. However, in analysis using mutant mice (Setdb1-cKO mice), randomization was not feasible since genotypes of the mice needed be determined.                                                                                                                                                                                                                                                                                                            |
| Blinding        | Blinding was not considered as the authors needed to be aware of conditions for the chemical treatment in culture and genotypes of the mice to perform all analysis. No blinding should not affect interpretation as all experiment measures were objective.                                                                                                                                                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

This study made use of the following [format: host anti-protein (source or company with product/catalog number if applicable), dilution];

#### Primary antibodies

Rabbit anti-SYCP3 (Novus, NB300-232), 1/500; mouse anti-SYCP3 (Abcam, ab97672), 1/5000; goat anti-SYCP3 (R&D Systems, AF3750), 1/200; mouse anti-H2AX-pS139 (yH2AX: Millipore, 05-636), 1/5000; mouse anti-H2AX-pS139 (yH2AX) conjugated to Alexa 647 fluorophore (Millipore, 05-636-AF647), 1/2000; rabbit anti-TOPBP1 (a gift from Dr. Junjie Chen50), 1/2000; rabbit anti-BRCA1 (generated in the Namekawa Lab9), 1/500; sheep anti-MDC1 (Bio-Rad, AHP799), 1/500; guinea pig anti-H1T (gift from Dr. Mary Ann Handel), 1/2000; rabbit anti-ATR (Millipore, PC538), 1/2000; mouse anti-Pol II (Santa Cruz, sc-56767), 1/100; rabbit anti-H3K27ac (Active Motif, 39133), 1/2000; mouse anti-SUMO1 (Invitrogen, 33-2400), 1/200; rabbit anti-Ubiquitin (Abcam, ab19247), 1/200; mouse-H3K9me3 (Abcam, ab8898), 1/200; rabbit anti-SCML2 (generated in the Namekawa Lab32), 1/500; rabbit anti-SETDB1 (Proteintech, 11231-1-AP), 1/200; rabbit anti-HORMAD1 (gift from Dr. Attila Toth), 1/200.

#### Secondary antibodies (dilution: 1/500 in staining of chromosome spreads; 1/1000 in section staining)

Donkey anti-mouse IgG (H+L) Alexa Fluor 488 (Invitrogen, A-21202); donkey anti-rabbit IgG (H+L) Alexa Fluor 488 (Invitrogen, A21206); donkey anti-goat IgG (H+L) Alexa Fluor 488 (Invitrogen, A-11055); donkey anti-mouse IgG (H+L) Alexa Fluor 555 (Invitrogen, A-31570); donkey anti-rabbit IgG (H+L) Alexa Fluor 555 (Invitrogen, A-31572); donkey anti-sheep IgG (H+L) Alexa Fluor 555 (Invitrogen, A-21436); goat anti-guinea pig IgG (H+L) Alexa Fluor 555 (Invitrogen, A-21435); goat anti-guinea pig IgG (H+L) Alexa 647, (Jackson ImmunoResearch, 106-606-003).

## Validation

All antibodies used in this study validated by the manufactures or by the Namekawa laboratory. The specificity of the goat-anti SYCP3 antibody for IF was validated by manufacture ([https://www.rndsystems.com/products/human-scp3-syp3-antibody\\_af3750](https://www.rndsystems.com/products/human-scp3-syp3-antibody_af3750)). The specificity of the mouse anti-H3K9me3 was validated by manufacture (<https://www.abcam.com/histone-h3-tri-methyl-k9-antibody-chip-grade-ab8898.html>). The specificities of the rabbit anti-H3K27ac and the rabbit anti-SCML2 were validated by the Namekawa lab (<https://journals.plos.org/plosgenetics/article?id=10.1371/journal.pgen.1007233>). The specificities of the rabbit anti-SETDB1 was validated by manufacture (<https://www.ptglab.com/products/SETDB1-Antibody-11231-1-AP.htm>). The specificities of the mouse anti-SUMO1 and the rabbit anti-Ubiquitin were validated in a previous study (<https://www.science.org/doi/10.1126/science.aaf6407>). The specificities of other antibodies used in this study were validated by the Namekawa lab (<https://doi.org/10.1016/j.cub.2019.11.064>).

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

Mice were maintained on a 12h:12h light:dark cycle in a temperature and humidity-controlled vivarium ( $22 \pm 2^\circ\text{C}$ ; 40–50% humidity) with free access to food and water in the pathogen-free animal care facility. For culture experiments and AZ20 gavage treatments, mature male C57BL/6 (hereafter described as B6) mice greater than 6-weeks old were used. To generate Setdb1cKO (Setdb1flox/flox; Ddx4-CreTg/+) mice, a male carrying the Setdb1flox/+; Ddx4-CreTg/+ alleles was crossed with a female carrying the Setdb1flox/flox allele. Males carrying the Setdb1flox/+; Ddx4-CreTg/+ alleles obtained from the same litter were used as littermate controls. The control and Setdb1cKO mice greater than 3 weeks of age were harvested and analyzed.

## Wild animals

No wild animals were used in this study.

## Field-collected samples

No field collected samples were used in this study.

## Ethics oversight

All experimental work was approved by the Institutional Animal Care and Use Committee under protocol No. 21931 at UC Davis.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

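RNA was measured in 4 libraries of FACS-isolated pachytene spermatocytes cultured for 24 h, 2 with DMSO (Ctrl) and 2 with 10 μM AZ20. The authors trimmed reads with trimmomatic, aligned them to GRCm38 with STAR, kept unique alignments, counted reads on the UCSC refGene annotation with featureCounts and deposited TPM, which they computed from the counts, with 1 column for each library. Each column sums to 1000000. The authors' own test of each gene used DESeq2.

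From the deposited TPM, the reads of each gene were recovered as whole numbers, using that a gene's length is shared by the libraries. All 16857 genes above 0 came out whole, but a common factor of a gene's reads cannot be seen in TPM alone. The multiple was checked on 2346 genes with a mean count in the Source Data, and 4.35% of these had been under by a whole factor, which was then corrected. For 7970 expressed genes it could not be checked. On simulated libraries 96.3% of 16398 genes were recovered exactly and 608 were under by a whole factor. The depth was 13936825 to 15808979 reads on genes in Ctrl (median 14872902) and 18494611 to 20198715 in AZ20 (median 19346663). Folds against a group with 3 reads or fewer in each library are given as lower bounds, computed against 3 reads. Shares of reads carry 95% Wilson intervals, which cover counting error only.

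Of the 23420 gene symbols, 21777 were placed by GENCODE, 210 by a RefSeq symbol, 1305 by a RefSeq synonym and 3 by the Source Data. The other 125 were left out of the chromosome classes, and 92 blank lines were left out altogether. Genes with a mean TPM above 1 in Ctrl or AZ20 were tested, following the methods, since the results section gives at least 1 TPM instead. Log2(TPM + 1) was fitted with limma (version 3.58.1 in R 4.3.3) with an intensity trend in the variance. A gene was called with a change of at least 2-fold and a Benjamini-Hochberg adjusted p under 0.05. Sets of genes were tested with fry and camera (preset correlation 0.01, and with an estimated correlation). Other values were computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

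The paper's methods state that testicular cells of a mouse were split between the conditions. Deviations from the group means correlated between libraries of the same number (0.23 over autosomal genes, 0.17 over X-linked genes). The replicate number was not in the fit. The paper's text does not state whether the authors' DESeq2 test had a term for it. It was added as a block in an alternative.

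The tests of genes and chromosome classes, the alternatives and lists named below and the rule for naming genes were fixed before the data were examined. Voom on the recovered reads and most tests of explanations were chosen later, as stated where they are given. The Source Data had been read by then, and snoRNA host genes and Cdkn1a had been seen in it. The rule names Utx and Lamp2, the Y-linked expressed genes, the 5 largest called X-linked changes and the 3 lowest X-linked changes, the 5 highest and 3 lowest called autosomal changes, and the genes of proteins the study names, of which 1 is not reported here. Called genes had to change the same way in both pairs. Other named genes were chosen after their values were seen. The alternatives were other pseudocounts (0.1 and 0.01), scaling to a common autosomal total, quantile normalization, other filters on TPM, the replicate block, no trend, other thresholds, the Source Data lists as chromosome classes, and leaving out each library. Lists fixed in the same way were markers of Sertoli cells, Leydig cells, macrophages, peritubular myoid cells, spermatogonia and round spermatids, autosomal partners of X-linked genes, snoRNA host genes and p53 targets.

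The limma test was tested on simulated data with 200 changed genes, at a dispersion and a mouse effect set by hand, not estimated from these libraries, and with 1 seed. Without a mouse effect, 22 of 173 calls were on unchanged genes (12.7%), and 18 of the 22 had 10 reads or fewer. With a mouse effect, 11 of 131 calls were (8.40%), all with 10 reads or fewer, and 84.3% of genes changed at least 4-fold were called. With the replicate block the shares of calls on unchanged genes were 20.3% and 18.3%, and 98.5% and 97.1% of genes changed at least 4-fold were called. Without either a mouse effect or the block, 97.7% were. With the block, 25 of 40 calls on unchanged genes without a mouse effect and 23 of 33 with it had 10 reads or fewer. Of calls with more reads and a mouse effect, 10 of 157 were on unchanged genes with the block. Without the block, 0 of 120 were. The split at 10 reads was made after the shares of calls on unchanged genes were seen.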

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

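The tests of ribosomal protein genes, other long non-coding genes and ATF4 targets, and the list of ATF4 targets itself, were chosen only after the results were seen. For the ribosomal protein and long non-coding genes, upper quartiles replaced medians after the medians and a first quartile comparison had been seen. The rule for reading the quartiles was also set then.

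The set of snoRNA host genes was defined by symbol, as Gas5 and the autosomal genes whose symbol starts with Snhg. Host genes under other symbols were left out. The genes of this set, which the paper does not discuss, were higher with AZ20 than in the control libraries. Their median log2 change was 0.85, and 10 of 10 expressed genes were higher in both replicate pairs. The set test fry gave p = 0.0133 (adjusted over the 9 sets tested, 0.0398), camera with an estimated correlation gave p = 0.0517, and with the replicate number as a block fry gave p = 0.0708. Of the 10 genes, 9 had a p adjusted over the list alone under 0.05 and 5 over all genes tested, but genes of this set were seen at the top of the Source Data list before it was fixed, so the first is not independent evidence. Scaling does not turn the direction, since the median was 0.77 after quantile normalization, which moved the median of all genes by -0.14. The tables argue against several technical explanations. A bias toward short transcripts would move other genes of the same length and TPM, and the largest median of 10000 random matched sets was 0.42. A general rise of transcripts with a 5'TOP start would raise ribosomal protein genes, whose upper quartile over 71 genes was 0.14, below the lowest host gene at 0.50. The largest ribosomal protein gene, at 0.58, was above that host gene, and 0 reached the median of the host genes. A general rise of long non-coding transcripts would raise the other 565 such autosomal genes, whose upper quartile was 0.41, although 46 of them reached the median of the host genes. Lower nonsense-mediated decay cannot be told apart from other causes, because the 6 decay factors that are themselves its targets had a median of 0.017 and went both ways. Reads of the snoRNAs that lie within these genes were not tested as a cause and stay open. An effect of the inhibitor on these transcripts also stays open as a hypothesis, found and tested in the same libraries.

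Most tested targets of the transcription factor ATF4, which the paper does not discuss, were lower with AZ20. The gene that drew attention was Slc3a2, called lower at a log2 change of -1.12 (limma adjusted p = 0.0236). A list of targets was written after the values of Slc3a2 and Eif4ebp1 had been seen. Its members were changed more than once after their own values had been seen. An earlier version left out Atf4 and Slc7a3, which were put back, and the list used here has 44 targets without Slc3a2 and Eif4ebp1. Its tests are therefore not independent evidence. The 29 expressed targets had a median log2 change of -0.29. Of them, 23 were lower, 17 of these in both replicate pairs, and 6 were higher, among them Atf4 at 0.39. The highest were Slc7a5 at 0.53 and Slc7a1 at 0.49, each higher in both replicate pairs. Of the targets 0 were called, and 7 had an unadjusted p under 0.05. The set test fry gave p = 0.0123 (adjusted over the 9 sets, 0.0398), camera with an estimated correlation gave p = 0.0252 (adjusted, 0.113), and fry with the replicate block gave p = 0.0869. The lowest median of 10000 random sets matched on length and TPM was -0.15, which argues against length or level as the cause. A lower amino acid response is a candidate explanation for the fall of Slc3a2 that goes with the 23 lower targets. It does not go with the 6 higher ones, among them Slc7a5 and Slc7a1. Slc3a2 also lies beside Snhg1 on chromosome 19, which rose, and an effect of 1 gene on the other was not tested. Genes of endoplasmic reticulum chaperones were looked at as well, without a set test, and went both ways, with Pdia3 at -0.89.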

How the results depend on the processing

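The X-linked genes kept their direction under every alternative run, with 160 to 282 called higher and 0 called lower, and the Y-linked genes with 4 to 7 called higher. All 219 X-linked calls were kept with the replicate block and the filter on each library of a group. They were also kept with scaling to a common autosomal total, which moved the median of all genes by only 0.012. Other alternatives lost some of the 219 calls. A pseudocount of 0.01 lost 62, no expression filter 43 and a mean TPM above 5 lost 32. Quantile normalization lost 19, a pseudocount of 0.1 lost 15 and no trend 3. Voom on the recovered reads, chosen after the data were seen, lost 34, and 3 with the replicate block. The set test of the X-linked genes stayed under 0.05 with fry, with an estimated correlation, with the block and with a pseudocount of 0.1.

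Among the counts of called genes, the autosomal counts (10 higher, 5 lower) moved most. They were 134 and 23 with the replicate block, where the simulated data gave more calls on unchanged genes and on changed genes, 6 and 1 with no expression filter, and 21 higher at an adjusted p under 0.1. Among alternatives chosen after the data were seen, voom on the recovered reads gave 1 lower, and voom with the replicate block gave 48 higher and 3 lower. Only 2 lower calls had more than 10 reads in at least 1 library, and the low depth of short transcripts limits the others. The cause of the other changes was not tested.

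The ratio of mean TPM on X (29.7) was 33.8 with a mean TPM above 5, and 411 as a ratio of medians, which are near 0 in Ctrl. As 2 to the mean log2 change it was 105 with a pseudocount of 0.01 and 7.33 with 1. As a ratio of the share of reads, chosen after the data were seen, it was 54.5. The Y-linked ratio ranged from 23.1 to 192 with 1 library left out. As a ratio of mean TPM, the autosomal value is nearly fixed by the common TPM total of the libraries. The autosomal ratio (0.990) was 0.990 with a mean TPM above 5, 1.11, 1.10 and 1.07 as 2 to the mean log2 change with pseudocounts of 0.01, 0.1 and 1, 1.09 for medians, 1.00 after scaling to the autosomal total, by construction, 0.988 without the gene of highest TPM, 0.988 as a share of reads, and 0.990 to 0.991 with 1 library left out.

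The mean log2 change on X (2.87) was 1.64 with no expression filter and 3.99 with a mean TPM above 5, and on Y (2.83) it was 1.14 and 3.96. On X it ranged from 2.80 to 2.95 with 1 library left out. The autosomal mean (0.09) was 0.13 and 0.15 with pseudocounts of 0.1 and 0.01, 0.073 with no expression filter, 0.055 to 0.13 with 1 library left out, and -0.091 after quantile normalization, which moved the median of all genes by -0.14 and so turned its sign.

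Over all genes the Pearson correlation between replicates was 0.989 in Ctrl and 0.989 in AZ20, and the Spearman correlation 0.938 and 0.942. On a linear scale the Pearson correlation was 0.991 and 0.992. The set tests of the snoRNA host genes (median 0.85) and the ATF4 targets (median -0.29) no longer passed 0.05 with the replicate block, at an adjusted p of 0.195 for each with limma's fry over the 9 sets. The round spermatid markers passed it only with the block (limma's fry, adjusted p = 0.0313 against adjusted p = 0.637). The replicate block changed no call of a named gene. Of the 41 named genes tested, the alternatives fixed in advance weakened 5, in 8 combinations of gene and alternative, and made 0 stronger or reversed. Those chosen after the data were seen weakened 6, in 11 combinations, and made 1 stronger, in 2. Leaving out 1 library moved 46 of 164 named-gene values by more than the SD between pairs.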

Differences from the paper's values

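The ratio of mean TPM on X was 29.7, and the paper's value is 82.7. Of the alternatives set before the data were examined, 2 to the mean log2 change with a pseudocount of 0.01 (105) came within 1.5 times of it, and the others did not. On Y the ratio was 41.3, and the paper's value is 64.7. A mean TPM above 5 (68.4), 2 to the mean log2 change with a pseudocount of 0.01 (81.6), the ratio of medians (49.4), the Source Data lists (46.2) and leaving out AZ20 replicate 2 (43.9) came within 1.5 times of it, and the others did not. On the scale of the paper's Source Data, 2 to the mean of its log2 fold changes is 82.7 over 339 X-linked genes and 64.7 over 9 Y-linked genes. The paper's mean log2 fold change is 8.62 over the 112 X-linked genes with 0 reads in both Ctrl libraries and 5.26 over the other 227.

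The mean log2 change on X was 2.87 against the paper's 6.37, and on Y 2.83 against the paper's 6.02. None of the alternatives set before the data were examined closed either gap within the SD between pairs, the nearest being a pseudocount of 0.01, with 6.71 and 6.35. The autosomal mean was 0.093, against about 0.04 in Fig. 2b, read by eye, and of those alternatives only leaving out AZ20 replicate 1 (0.055) closed the gap within the SD between pairs.

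On autosomes 10 genes were called higher and 5 lower. The paper's Source Data hold 29 and 3, counted in the 1998 genes of the sheet read here, which is ordered by adjusted p. For genes called higher, an adjusted p under 0.1 (21) came within 1.5 times. For genes called lower, pseudocounts of 0.1 and 0.01 and a mean TPM above 5 did, with 4 each.

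The log2 change of Kdm6a was 1.01 against the paper's 8.19. With 0 reads in both Ctrl libraries its value depends on the pseudocount, so the size of this gap cannot be read from it. None of the alternatives set before the data were examined closed the gap within the error. The nearest was a pseudocount of 0.01, with 6.67 (standard error 1.42). The paper lists this gene (Utx) among the called ones, and it was not called here at an adjusted p of 0.395. It was called with voom on the recovered reads (log2 change 6.83, adjusted p = 0.0275) and with voom and the replicate block (adjusted p = 0.0021), both chosen after the values were seen. The log2 change of Lamp2 was 2.99 against the paper's 6.17, and 6.62 with a pseudocount of 0.01, which was within the error. Voom on the recovered reads, chosen after the values were seen, gave 6.51. Of the 219 X-linked genes called here, 198 are among the paper's 247, and 49 of the paper's were not called here. Without a trend in the variance the number called was 247.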

Other observations

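The tests of marker lists, of depth, of scaling and of control X-linked transcripts were chosen after the results were seen.

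Technical explanations were tested for the rise of the X-linked genes. Cells of another type would bring their abundant transcripts, but the largest median log2 change of the 6 marker lists was 0.77, for round spermatids, against 2.62 for the X-linked genes. The medians of the Sertoli cell, Leydig cell, macrophage, peritubular myoid cell and spermatogonium lists were 0, 0, 0.00087, 0.18 and 0. All 6 round spermatid markers were expressed here and were higher with AZ20. Their rise gave an adjusted p of 0.637 with limma's fry and of 0.0313 with the replicate block added, so a change in round spermatids stays open beside the X-linked rise. The AZ20 libraries were deeper, but of all 1037 annotated X-linked genes 409 had more than 3 reads in both AZ20 libraries after these were thinned to the control depth, against 85 in both Ctrl libraries. For the 22213 autosomal genes the numbers were 11518 and 11214. The authors' scaling to a common total does not account for the rise, since the mean log2 change on X was 2.54 after quantile normalization, which moved the median of all genes by -0.14, against 2.87. Scaling to a common autosomal total moved too little to test this. A few abundant genes do not account for it either, since the ratio of mean TPM was 40.0 without the 10 X-linked genes of highest TPM.

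In the control libraries 53 X-linked genes had a mean above 1 TPM, and 43 of them were higher in replicate 1 than in replicate 2, with a median log2 difference of 0.87. Over 2585 autosomal genes of the same range of TPM the difference was 0.10. Round spermatid markers differed in the same direction by 1.14. Carried-over round spermatids may explain part of these transcripts, and a weaker silencing in 1 mouse stays open. Without Ndufa1, 20 of 20 genes that did not reach a 2-fold rise with AZ20 and 23 of the other 32 were higher in Ctrl replicate 1, and 15 of 20 and 20 of 32 were higher in AZ20 replicate 1, with median log2 differences of 0.95 and 0.14. This split decides nothing between these explanations, since the change with AZ20 itself sets it. Ndufa1 stood apart. It had 138 ± 19.8 TPM (SD, n = 2) in Ctrl, 35.9% and 53.5% of the X-linked TPM of the 2 libraries, and was lower in replicate 1 (log2 difference -0.29), which argues against spermatids as its source. Its log2 change with AZ20 was 0.62 (limma adjusted p = 0.414). Without it the X-linked ratio was 51.7, a value chosen after the data were seen.

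Autosomal partners of X-linked genes, fixed as pairs, were tested for a fall, and went both ways. The median log2 change of 13 partners was -0.06, with 6 higher and 7 lower. Limma's fry gave an adjusted p of 0.988 over the 9 sets, which leaves a fall of some partners open. Their X-linked genes went apart. Of the pairs, 7 had a called X-linked gene, and of their partners 4 were higher, 3 were lower and 0 were called. Cetn2, Prps1 and Ubl4 rose by 6.39, 6.25 and 5.99, and their partners Cetn1, Prps1l1 and Ubl4b had log2 changes of -0.12, -0.43 and -0.06. Rpl10, Rbmx, Cstf2 and Utp14a rose by 3.75, 3.42, 2.29 and 2.26, and their partners Rpl10l, Rbmxl2, Cstf2t and Utp14b had log2 changes of 0.14, 0.62, 0.27 and 0.60. Pgk1 rose by 0.50 (limma adjusted p = 0.804), and Pdha1 and Timm8a1 had 0 reads in every library. The p53 targets had a median of 0.60 over 7 expressed genes. Of these, 0 were under 0.05 adjusted over the list alone or over all genes tested, and 3 at an unadjusted p under 0.05. The set test fry gave p = 0.138 and camera with an estimated correlation gave p = 0.185, while camera with its preset correlation gave p = 0.00159. Cdkn1a of this list was seen in the Source Data before the list was fixed.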
